# STING activation in TET2-mutated hematopoietic stem/progenitor cells contributes to the increased self-renewal and neoplastic transformation

**DOI:** 10.1038/s41375-023-02055-z

**Published:** 2023-10-10

**Authors:** Jiaying Xie, Mengyao Sheng, Shaoqin Rong, Dan Zhou, Chao Wang, Wanling Wu, Jingru Huang, Yue Sun, Yin Wang, Pingyue Chen, Yushuang Wu, Yuanxian Wang, Lan Wang, Bo O. Zhou, Xinxin Huang, Colum P. Walsh, Stefan K. Bohlander, Jian Huang, Xiaoqin Wang, Guo-Liang Xu, Hai Gao, Yuheng Shi

**Keywords:** Cancer prevention, Acute myeloid leukaemia

## Abstract

Somatic loss-of-function mutations of the dioxygenase Ten-eleven translocation-2 (TET2) occur frequently in individuals with clonal hematopoiesis (CH) and acute myeloid leukemia (AML). These common hematopoietic disorders can be recapitulated in mouse models. However, the underlying mechanisms by which the deficiency in TET2 promotes these disorders remain unclear. Here we show that the cyclic guanosine monophosphate-adenosine monophosphate synthase (cGAS)-stimulator of interferon genes (STING) pathway is activated to mediate the effect of TET2 deficiency in dysregulated hematopoiesis in mouse models. DNA damage arising in *Tet2*-deficient hematopoietic stem/progenitor cells (HSPCs) leads to activation of the cGAS-STING pathway which in turn promotes the enhanced self-renewal and development of CH. Notably, both pharmacological inhibition and genetic deletion of STING suppresses *Tet2* mutation-induced aberrant hematopoiesis. In patient-derived xenograft (PDX) models, STING inhibition specifically attenuates the proliferation of leukemia cells from TET2-mutated individuals. These observations suggest that the development of CH associated with TET2 mutations is powered through chronic inflammation dependent on the activated cGAS-STING pathway and that STING may represent a potential target for intervention of relevant hematopoietic diseases.

## Introduction

Ten-eleven translocation-2 (TET2) is a dioxygenase that catalyzes the three steps of oxidation of methylated cytosines to facilitate demethylation of genomic DNA [1]. As an epigenetic regulator, TET2 plays important roles in various physiological and pathological processes involving cell fate determination and cancer development. It is essential for the homeostasis of hematopoietic stem/progenitor cells (HSPCs) and in the hematopoietic hierarchy and loss-of-function mutations of *TET2* are prominent drivers of age-related clonal hematopoiesis (CH) in humans [2]. Importantly, large cohort sequencing data suggest that individuals with *TET2* mutations are also at a high risk of developing hematologic malignancies, such as myelodysplastic neoplasms, myeloproliferative neoplasms (MPN) and acute myeloid leukemia (AML) [3–6]. *TET2* loss-of-heterozygosity and somatic mutations serve as driver mutations in nearly 10% of patients with AML [7] and in 17% of individuals with CH [8].

Consistent with clinical observations, mice deficient for *Tet2* show myeloid transformation. Genetic inactivation of *Tet2* in the mouse hematopoietic system disturbed the homeostasis of HSPCs and resulted in aberrant myeloid maturation [9–12]. In particular, *Tet2* deletion altered the HSC compartment by inducing expansion of pre-leukemic lineage-Sca1^+^cKit^+^(LSK) cells and changed their differentiation potential by skewing it toward monocytic/granulocytic lineages [10]. Loss of *Tet2* in HSPCs significantly increased their replating capacity in vitro and self-renewal in competitive bone marrow transplantation (cBMT) assays [11]. However, unlike aggressive AML models induced by for example *KMT2A* fusion genes [13], *Tet2*-deficient mice showed a long latency before developing leukemia [10, 11]. Genetic studies of AML patients indicated that mutations in *TET2* were often acquired as one of the earliest mutations [7]. In patients with MPN or AML, *TET2* was found to co-mutate with *JAK2V617F*, *ASXL1*, *SRSF2*, *SF3B1*, *NPM1*, *FLT3* and *DNMT3A* [7, 14].

Recent studies demonstrated that inflammatory signals accelerate leukemogenesis driven by *TET2* loss. In *Tet2*-deficient mice, bacterial invasion due to a dysfunctional small-intestinal barrier was found to promote pre-leukemic myeloproliferation by increasing interleukin-6 (IL-6) production [15]. *TET2* loss was shown to confer a proliferative advantage on HSPCs after exposure to TNFα and IFNγ as compared to their wildtype HSPCs [16]. In response to inflammatory stress induced by lipopolysaccharide (LPS), *Tet2*-deficient HSPCs exhibited an increased resistance to apoptosis as well as enhanced production of IL-6 and hyperactivation of the Shp2-Stat3 signaling pathway, compared to wildtype HSPCs [17]. Targeting SHP2 or STAT3 with inhibitors suppressed the survival advantage of *Tet2*-deficient HSPCs [17]. These data implicate inflammation in the development of CH induced by TET2 deficiency.

Inflammation is a complex biological response that is induced by different kinds of stimulus [18], further investigation is needed to determine the mechanisms by which factors trigger the activation of inflammatory pathways and how these pathways contribute to the development of *TET2* mutant CH. To identify key factors responsible for this pathogenic process, we performed transcriptome analysis of distinct bone marrow populations in the hematopoietic systems of *Tet2* conditional knockout (hereafter named *Tet2*^*−/−*^) mouse models. The cGAS-STING pathway was found to be involved in dysregulated hematopoiesis and CH caused by mutated TET2. Deleting STING efficiently inhibited the expansion of LSK cells and the skewed myeloid differentiation in *Tet2*^*−/−*^ mice. We propose a novel mechanism involving the activation of the cGAS-STING pathway through which TET2 loss induces chronic inflammation in the hematopoietic system and impairs the homeostasis of HSPCs. Our finding also suggests that targeting STING could be a promising strategy to delay or prevent malignant transformation in healthy adults with CH who carry TET2 mutations.

## Materials and methods

### Mouse models

*Tet2*^*f/f*^ mice were generated as previously described [19]. *Sting*^−/−^ mice were kindly provided by Prof. Zhigang Lu [20]. *Mx1-Cre* (strain # 003556) and *Vav-Cre* (Strain # 008610) mice were purchased from Jackson Laboratory. *Tet2*^*f/f*^, *Mx1-Cre* and *Sting*^*−/−*^ mice were crossed to produce *Tet2*^*f/f*^, *Mx1-Cre* and *Tet2*^*f/f*^, *Sting*^*−/−*^, *Mx1-Cre* mice. To induce *Tet2* conditional knock-out, the Mx1-Cre transgene was induced in 4-week-old mice using five doses of poly(I:C) at 250 μg/body administered i.p. every other day. All mice were bred on a C57BL/6 genetic background. CD45.1 recipient mice (B6.SJL) were kindly provided by Prof. Xiaolong Liu. Immuno-deficient (B-NDG) mice were obtained from Biocytogen (Beijing, Cat. No. 110586) and used for establishing AML PDX models. All animal experiments described in this study were carried out according to the ethical guidelines of the Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences, China.

### Bone marrow transplantation assays

Total BM cells were isolated respectively from *Tet2*^*f/f*^; *Sting*^*−/−*^; *Tet2*^*f/f*^, *Mx1-Cre*; *Tet2*^*f/f*^, *Sting*^*−/−*^, *Mx1-Cre*; *Tet2*^*f/f*^, *Vav-Cre* donor mice (CD45.2^+^). For non-competitive BM transplantations, 1 × 10^6^ CD45.2^+^ donor BM cells were transplanted into lethally irradiated (9.5 Gy) 8–10 weeks old CD45.1^+^ recipient mice through tail vein injection. For serial transplantations, 1 × 10^6^ BM cells were isolated from the previous recipients 18 weeks post-operatively and transplanted into lethally irradiated CD45.1^+^ recipients. For competitive transplantations, BM cells from different genotypes of donor mice (CD45.2^+^) and competitor mice (CD45.1^+^; B6.SJL) were mixed at a 1:1 ratio (0.5 × 10^6^ cells each) and injected into the tail vein of lethally irradiated (9.5 Gy) CD45.1^+^ recipient mice. Tail vein blood was collected from the recipient mice every four weeks after transplantation, and the nucleated blood cells were stained with antibodies against CD45.2, CD45.1, Mac1, Gr-1, CD4, and CD8 for FACS analysis.

### Reagents and antibodies

STING inhibitor C-176, C-178, and H-151 were purchased from MCE (Cat. No. HY-112906; HY-123963; HY-112693). 2′3′-cGAMP (Cat. No. SML1299) and ATP-^13^C_10_,^15^N_5_ (Cat. No. 645702) were obtained from Sigma. Due to the structural differences between mouse and human STING, C-178 and C-176 were used in mouse-based in vitro and in vivo analyses, while H-151 was exclusively utilized in experiments involving human samples. All other chemical reagents were purchased from Sigma or Sangon Biotech. Flag antibody (F3165), Tubulin antibody (SAB4500088), goat anti-rabbit (AP132), and goat-anti mouse secondary antibodies (AP124) were purchased from Sigma; all FACS antibodies were purchased from Invitrogen or BD; antibodies against MAVS (83000), STING (13647), p-STING (62912), and p-TBK1 (5483) were obtained from CST.

### Additional methods

Additional methods including lentivirus preparation, colony formation assay, limiting dilution assay, transduction of stem cells, flow cytometric analysis, immunofluorescence assay, PCR and real-time qPCR analysis, RNA library preparation and analysis, extraction and quantification of cGAMP, comet assay and statistical methods are provided in Supplementary methods.

## Results

### Activation of STING pathway in *Tet2-*deficient HSPCs

We performed RNA-seq of hematopoietic stem cells and lineage-restricted progenitor cells in bone marrow mononuclear cells (BM-MNCs) of wildtype (WT) and conditional knockout mice (Supplementary Fig. 1A, B). 

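The libraries were bulk RNA-seq of sorted cells, 1 population from 1 mouse each, amplified by a SMART-Seq2 protocol. The methods give about 300 cells per group and the sample labels 200. The first set holds 46 libraries of 6 populations: LT-HSCs, ST-HSCs, common myeloid (CMP), granulocyte-macrophage (GMP), megakaryocyte-erythroid (MEP) and common lymphoid (CLP) progenitors. Each genotype has 4 libraries per population, except that 3 WT LT-HSC and 3 WT ST-HSC libraries were mapped here, where the paper gives 4. Counts per library, as lowest, median and highest, were 50458473, 70687676 and 75043763 in WT LT-HSCs and 63070981, 67918026.5 and 88456663 in LT-HSCs labelled *Tet2*-/-. In ST-HSCs they were 51966192, 77037781 and 78705617 against 59266087, 67716146 and 81083468. The WT groups of CMP, GMP, MEP and CLP had medians of 67966397.5 (63166885 to 70924660), 65615527 (57900451 to 73459764), 71603062 (51706556 to 77013352) and 69118500.5 (61777945 to 74270103). Their counterparts labelled *Tet2*-/- had medians of 79391045.5 (71372007 to 102148079), 67927000 (58137206 to 99596506), 73996624 (69168981 to 98282078) and 71763413.5 (66875693 to 90999591). Between 13754 and 20964 genes were detected per library, and genes of the mitochondrial genome took 2.41% to 14.5% of the counts. The authors trimmed the reads with Trim Galore, mapped them to mm10 with Hisat2, tested the counts per gene with DESeq2 and sent the gene lists to DAVID. Here the counts were tested within each population with edgeR (quasi-likelihood test, TMM scaling), and a gene was called at an adjusted p of 0.05 and at least 2-fold. DESeq2 was run as an alternative. These choices, the gene lists and most alternatives were set before the data were examined.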

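Tet2 (ENSMUSG00000040943, chromosome 3: 133463679-133545139, minus strand, mm10) was not lower in the LT-HSC libraries labelled *Tet2*-/-: 26.0 ± 14.1 CPM (counts scaled to a common library size; mean ± SD, n = 4) against 14.2 ± 2.01 in WT (n = 3), a log2 fold change of 0.88 (SE 0.46; two-sided exact permutation p = 0.257, of which 0.0286 is the smallest possible). The change was -0.24 in ST-HSCs (20.6 ± 8.00 against 24.3 ± 13.0 CPM; exact permutation p = 0.714), -0.37 in CMPs (17.8 ± 8.91 against 23.1 ± 3.31; p = 0.343) and 0.31 in GMPs (51.0 ± 10.2 against 41.2 ± 3.72; p = 0.143). In MEPs it was -0.17 (10.8 ± 2.66 against 12.1 ± 1.78 CPM; exact permutation p = 0.543) and in CLPs 1.23 (33.7 ± 16.8 against 14.4 ± 8.65; p = 0.114). The counts are sums over a gene, so a transcript that lacks an exon is counted with the rest. The genotype was not checked further here, and groups are named by their labels throughout.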

To avoid the interference from acute inflammatory stress potentially caused by poly(I:C) administration that was used for the induction of *Mx1*-Cre mediated gene knockout, mice were maintained for 16 weeks post induction before being sacrificed for analysis. The pathway enrichment analysis of differentially expressed genes (DEGs) revealed the involvement of type I interferon response specifically enriched in *Tet2*^*−/−*^ long term hematopoietic stem cells (LT-HSCs), short term hematopoietic stem cells (Fig. 1A) and megakaryocyte-erythroid progenitor cells (MEP) (Supplementary Fig. 1C), suggesting that the innate immunity-related pathways are activated in these cells. 

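DAVID was not run here. A list of 39 genes of the cellular response to interferon-beta, written from general knowledge, took the place of its term. camera (limma), which asks whether the genes of a list rank higher or lower than all other tested genes, was used with a preset correlation of 0.01, and its p was set against exact permutation of the library labels. In LT-HSCs the median log2 fold change of the list, labelled *Tet2*-/- against WT, was 0.56, with 29 of 33 tested genes higher (camera p = 1.72e-07; by exact permutation, 2 of 35 splits gave a p as small). The study picked 7 of the 39 from these libraries for Fig. 1B, and without those genes the median was 0.42 (camera p of 0.00517, not set against permutation). In MEPs leaving them out took the median from 0.48 to 0.23 (camera p of 0.0381). ST-HSCs had 0.45 with 31 of 37 higher (camera p = 6.13e-05; 9 of 35 splits in the exact permutation), and MEPs had 18 of 26 higher (p = 0.00285; 10 of 35). Of the populations without an interferon term in the paper's text, GMPs had 0.35 with 25 of 30 higher (camera p = 0.00808; 6 of 35 splits in the exact permutation), CMPs 0.26 with 18 of 30 (p = 0.0573; 10 of 35) and CLPs 0.10 with 20 of 32 (p = 0.384; 26 of 35). With fry, a rotation test, the p was 0.0231 in LT-HSCs, 0.120 in ST-HSCs, 0.079 in MEPs and 0.0146 in GMPs. With the correlation between genes estimated it was 0.0393, 0.138, 0.227 and 0.111. By the mean log2 CPM of the list, every library labelled *Tet2*-/- lay above every WT library in LT-HSCs, ST-HSCs and MEPs. In CMPs, GMPs and CLPs the labels overlapped. No gene of the list passed an adjusted p of 0.05 over all genes in LT-HSCs, and 1 passed when adjusted over the list alone. Without replicate 3 labelled *Tet2*-/- the median fell from 0.48 to 0.29 in MEPs, and without WT replicate 5 it rose from 0.10 to 0.44 in CLPs (camera p of 0.0461, not set against permutation), the largest move of a median of this list in the 6 populations, and to 0.33 in CMPs (p of 0.0255). The effect in LT-HSCs minus the mean effect in the other 5 populations was -0.04 (camera p = 0.841; 30 of 35 splits in the exact permutation), and 0.04 with RLE scaling. A second list of 64 interferon-stimulated genes had medians of 0.41 in LT-HSCs (54 of 63 higher), 0.15 in ST-HSCs (41 of 64), 0.20 in CMPs (41 of 62), 0.42 in GMPs (56 of 62), 0.47 in MEPs (50 of 60) and 0.22 in CLPs (34 of 51).

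**Figure D1:**
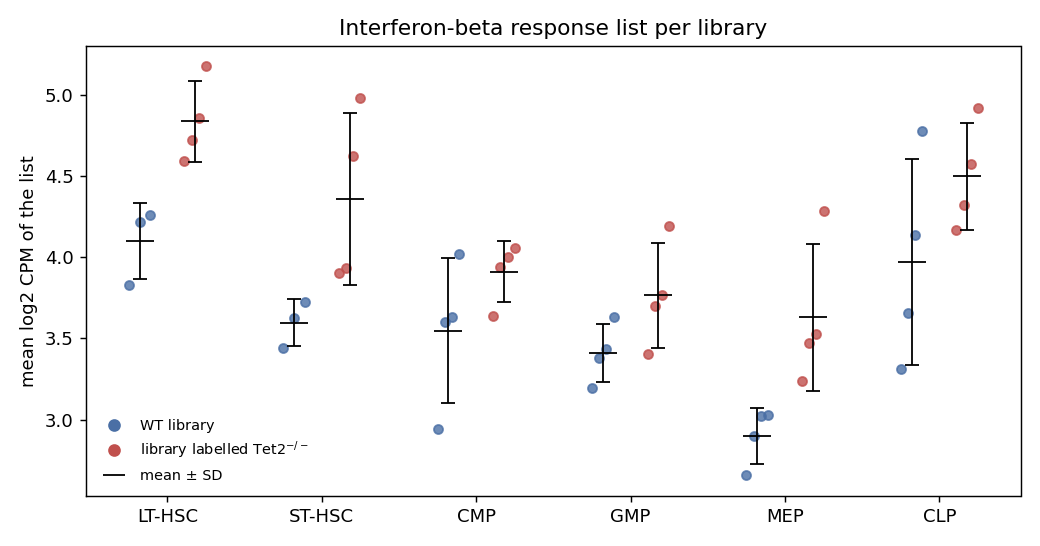
Mean log2 CPM of the interferon-beta list in each library of the 6 populations, WT and labelled *Tet2*-/-; bars show mean ± SD.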

Among the upregulated innate immunity-related genes, STING [21–23], the key adapter of the cytosolic DNA sensing pathway (cGAS-STING pathway) [24], showed an expression change greater than 2-fold in *Tet2*^*−/−*^ HSCs compared to WT cells, especially in LT-HSCs (Fig. 1B and Supplementary Fig. 1D). Furthermore, the LT-HSCs displayed downregulated pathways upon the loss of *Tet2*, which were predominantly associated with metabolic processes, such as amide, organic cyclic compound, and nitrogen catabolic metabolic pathways (Supplementary Fig. 1E). 

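Sting is listed as Tmem173 (ENSMUSG00000024349, chromosome 18: 35733679-35740554, minus strand, mm10). LT-HSC libraries labelled *Tet2*-/- held 64.0 ± 23.6 CPM (n = 4) and WT 34.3 ± 8.16 (n = 3), a log2 fold change of 0.90 (SE 0.34; edgeR adjusted p = 0.848; two-sided exact permutation p = 0.0857). The 4 libraries labelled *Tet2*-/- held 66.6, 95.0, 39.2 and 55.0 CPM and the WT libraries 26.3, 33.9 and 42.6, so 3 of 4 lay above the highest WT library. DESeq2 gave a log2 fold change of 0.91, and over the alternatives the adjusted p ran from 0.255 to 1.00. In ST-HSCs the change was 0.23 (SE 0.42; 74.4 ± 44.4 against 63.3 ± 15.9 CPM; adjusted p = 0.999; exact permutation p = 0.914). Replicate 5 labelled *Tet2*-/- held 140.9 CPM and the other 3 from 50.0 to 55.0, and without it the change was -0.27. It was -0.54 in CMPs (42.8 ± 8.22 against 62.3 ± 16.6 CPM, adjusted p = 0.221), 0.12 in GMPs (75.3 ± 7.91 against 69.3 ± 19.3, adjusted p = 0.817), -0.39 in MEPs (1.94 ± 0.67 against 2.54 ± 0.72, adjusted p = 0.763) and -0.30 in CLPs (96.6 ± 32.6 against 119 ± 43.0, adjusted p = 1). In one model of all 46 libraries, the log2 fold change in LT-HSCs was larger than the mean of the other 5 populations by 1.05 (SE 0.40; p = 0.0133 by edgeR, adjusted p = 0.636 over 22360 genes; 2 of 35 splits gave a p as small in an exact permutation). Without replicate 3 labelled *Tet2*-/- this difference was 0.71 (p of 0.0937), and without WT replicate 2 it was 0.91 (p of 0.0507).

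**Figure D2:**
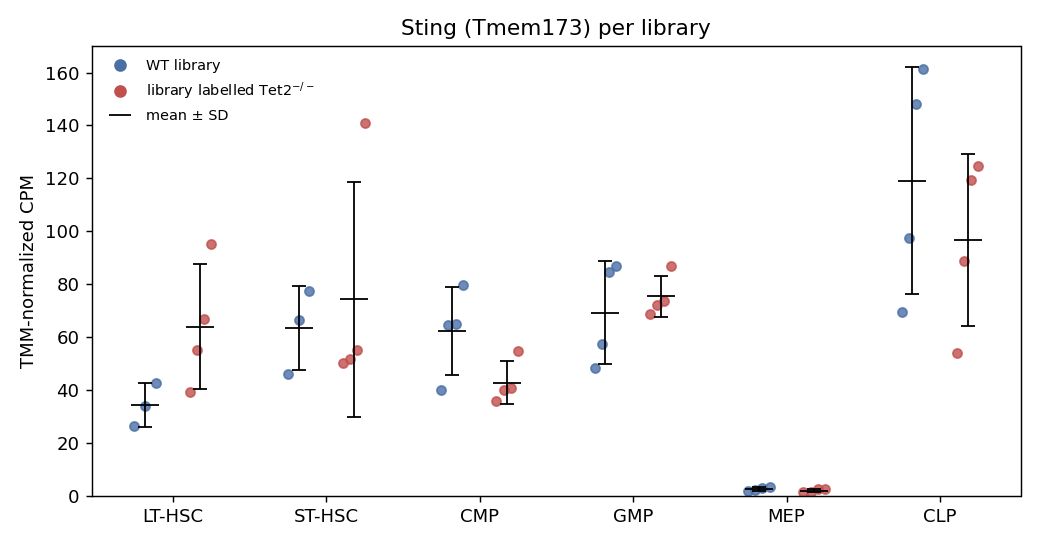
Sting (Tmem173) CPM in each library of the 6 populations, WT and labelled *Tet2*-/-; bars show mean ± SD.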

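The 3 metabolic terms were looked at through lists of genes chosen by symbol for translation, RNA decay and the proteasome, which stand in for amide, cyclic compound and nitrogen metabolism. In LT-HSCs labelled *Tet2*-/- against WT, the proteasome list had a median log2 fold change of -0.14, with 11 of 47 genes higher (camera p = 0.00316; by exact permutation, 14 of 35 splits gave a p as small; p of 0.409 with the correlation estimated and 0.321 by fry). Its median ran from -0.29 without replicate 4 labelled *Tet2*-/- to -0.06 without replicate 5. The RNA decay list had -0.12, with 26 of 59 higher (camera p = 0.544; 17 of 35 splits in the exact permutation), and the translation list 0.01, with 111 of 215 higher (p = 0.777; 34 of 35). The only calls in these lists were Rps3a2 and Rps3a3, both higher. Without replicate 4 labelled *Tet2*-/- the translation median was -0.07, and without WT replicate 3 the RNA decay median was 0.00. No gene of these lists was called lower in LT-HSCs. At 2-fold and an unadjusted p of 0.05, 176 of the 16351 genes tested were lower.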

After analyzing the altered pathways between WT and *Tet2*-deficient LT-HSCs, we hypothesized that the upregulation of innate immunity-related genes in *Tet2*^*−/−*^ HSCs could be attributed to the activation of the cGAS-STING pathway. This pathway is known to play a crucial role in sensing double-stranded DNA (dsDNA) and promoting the expression of inflammatory genes [25].

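From the pathways altered in *Tet2*-deficient LT-HSCs, the paper proposes as a hypothesis that the raised innate immunity genes could come from activation of the cGAS-STING pathway. Among other genes of the sensing pathways, Cgas in LT-HSCs labelled *Tet2*-/- stood at 10.0 ± 5.01 against 6.29 ± 5.12 CPM in WT (log2 fold change 0.67, SE 0.91; exact permutation p = 0.400), Tbk1 at 46.8 ± 6.37 against 41.2 ± 13.5 (0.18, SE 0.29; p = 0.457) and Mavs at 15.1 ± 8.68 against 16.0 ± 10.8 (-0.09, SE 0.71; p = 0.83). Irf3 stood at 32.1 ± 13.2 against 20.5 ± 0.669 CPM (0.65, SE 0.38; exact permutation p = 0.257). The edgeR adjusted p of each was 0.998. The model tests a difference in RNA level; phosphorylation of TBK1 or STING was not measured in these libraries.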

**Fig. 1:**
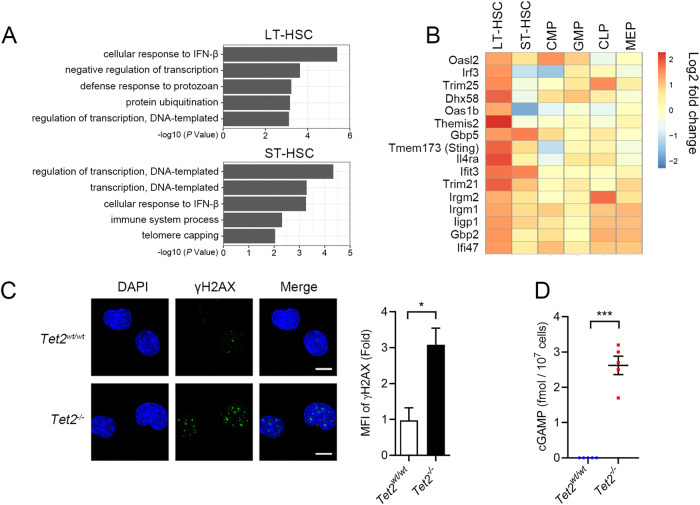
cGAS-STING pathway is activated in *Tet2*^*−/−*^ mouse HSPCs. **A** Gene sets enrichment analysis of differentially expressed genes showing upregulation of type I interferon response in *Tet2*^*−/−*^ hematopoietic stem cells (HSCs) compared to WT HSCs. There were 699 and 616 upregulated genes in *Tet2*-deficient LT-HSCs and ST-HSCs, respectively, compared to WT cells. DEGs were submitted to DAVID 6.7 (https://david.ncifcrf.gov) for gene ontology (GO) enrichment analyses (*n* = 4 mice, *p* < 0.05). **B** Heatmap showing activation of interferon- and inflammation-related genes in *Tet2*^*−/−*^ LT-HSCs (*P* < 0.05). Scale bar denotes log2-transformed fold change. Four replicates were analyzed for each cell type. **C** Immunofluorescence of *Tet2*^*−/−*^ LSK cells stained with γH2AX antibody (green). The quantification of γH2AX signal is shown to the right (MFI: Mean fluorescence intensity; scale bar, 5 μm). **D** cGAMP level in *Tet2*^*−/−*^ BM-MNCs quantified by LC-MS (*n* = 5 mice). Statistical significance was assessed by *t* test (**C**, **D**). Data are mean ± s.e.m., *P < 0.05; ***P < 0.005.

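At an adjusted p of 0.05 and at least 2-fold, edgeR called 4 genes higher and 0 lower in LT-HSCs labelled *Tet2*-/- (16351 genes tested), and 3 higher and 0 lower in ST-HSCs (16212 tested). Without adjustment, at a p of 0.05 and 2-fold, 371 were higher and 176 lower in LT-HSCs, and 337 higher and 255 lower in ST-HSCs. The largest move among the alternatives came from DESeq2 with an unadjusted p of 0.05 and 2-fold, which gave 780 higher and 359 lower in LT-HSCs and 807 and 444 in ST-HSCs. The called genes were Rps3a2, Rps3a3 and Gm5586 in both populations, and Gm45104 in LT-HSCs, where every WT library was at 0 for it. Rps3a2 stood at 985 ± 133 against 38.3 ± 3.59 CPM in LT-HSCs (log2 fold change 4.69, SE 0.22, adjusted p = 0.000141), Rps3a3 at 857 ± 158 against 23.9 ± 3.24 (5.16, SE 0.26, adjusted p = 0.000141) and Gm5586 rose from 4.96 ± 0.91 CPM in WT (4.64, SE 0.34, adjusted p = 0.00225). All 3 are copies of Rps3a1, so their counts are uncertain: a read of one can be counted at another. Groups did not overlap at 1135 genes (6.94%) in LT-HSCs and 1299 (8.01%) in ST-HSCs, where chance gives 5.71% for 4 against 3 libraries. In counts simulated with the means, spread and sizes of the LT-HSC libraries, edgeR called 58 of 189 genes changed 4-fold (30.7%) with 4 false calls, and DESeq2 108 of 189 (57.1%) with 98.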

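All 16 genes named in Fig. 1B were higher in LT-HSCs labelled *Tet2*-/-, with log2 fold changes from 0.65 to 2.91 and, for Ifit3 at its bound, 6.79. The median was 1.11. camera gave the list p = 3.02e-17 and none of the other 34 splits in an exact permutation gave a p as small. The p was 0.000796 with the correlation estimated and 0.000663 by fry. The genes were chosen by the study on these libraries, so this is not independent evidence. No gene passed an adjusted p of 0.05 over all genes (8 had an unadjusted p under 0.05), and 6 passed when adjusted over the list alone. Groups did not overlap at 9 of 16, where chance gives 5.71%. Ifit3 was at 5.08 ± 2.13 CPM against 0 in every WT library, at least 110.7-fold higher, with reads that can also be counted at Ifit3b (edgeR adjusted p = 0.194; two-sided exact permutation p = 0.0286, the smallest possible). The same exact permutation p = 0.0286 held for Irgm1 (178 ± 35.4 against 83.0 ± 28.1 CPM, log2 fold change 1.10, SE 0.29, adjusted p = 0.554), Trim21 (6.96 ± 3.16 against 1.66 ± 0.70, 2.07, SE 0.69, adjusted p = 0.743), Trim25 (60.1 ± 17.9 against 27.8 ± 7.04, 1.11, SE 0.32, adjusted p = 0.687) and Oasl2 (50.6 ± 12.9 against 24.7 ± 7.57, 1.03, SE 0.33, adjusted p = 0.743). Iigp1 rose by 1.54 (SE 0.47, 156 ± 85.3 against 53.4 ± 18.6 CPM; adjusted p = 0.740; exact permutation p = 0.0571). Members of the Gbp, Irgm and Ifi families share sequence, which leaves their single values uncertain. In the other populations the median of the list was 0.23 in ST-HSCs (11 of 16 higher), 0.17 in CMPs (8 of 15), 0.31 in GMPs (14 of 15), 0.36 in MEPs (10 of 15) and 0.08 in CLPs (8 of 12).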

While infections are usually absent in the bone marrow (BM) environment of specific-pathogen-free mice, cellular DNA arising from genome instability represents a class of damage-associated molecular patterns which could activate the cGAS-STING pathway and stimulate the type I interferon response [26–28]. Indeed, double-strand breaks (DSBs) were increased in *Tet2*^*−/−*^ LSK cells compared with WT cells, as shown by anti-γH2AX immunofluorescence (Fig. 1C) and comet assay (Supplementary Fig. 1F). This is consistent with the disturbed expression of DNA damage response- and repair-related genes in *Tet2*^*−/−*^ LT-HSCs (Supplementary Fig. 1G). For instance, RNF138, along with other enzymes involved in the DNA repair-associated ubiquitin system, like UBE2a and UBE2D3, showed a significant reduction in *Tet2*-deficient LT-HSCs. 

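A list of 97 genes of the DNA damage response and repair, written from general knowledge and including the 3 genes the text names, had a median log2 fold change of -0.07 in LT-HSCs labelled *Tet2*-/- against WT, with 42 of 96 tested genes higher (camera p = 0.167; by exact permutation, 10 of 35 splits gave a p as small). It contained 0 called genes, and 0 when adjusted over the list alone. Without WT replicate 5 the median was 0.01, and without WT replicate 3 it was -0.10.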

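Rnf138 (chromosome 18: 21001341-21028224, plus strand) stood at 159 ± 51.6 CPM in LT-HSCs labelled *Tet2*-/- (n = 4) and 254 ± 55.9 in WT (n = 3), a log2 fold change of -0.68 (SE 0.31; edgeR adjusted p = 0.995; two-sided exact permutation p = 0.114), with 3 of 4 libraries below the lowest WT library. Ube2a (chromosome X: 36873900-36884222, plus strand) stood at 56.9 ± 17.5 against 84.7 ± 9.41 CPM (-0.57, SE 0.28; adjusted p = 0.998; exact permutation p = 0.0857), with 4 of 4 below. Ube2d3 (chromosome 3: 135438149-135468198, plus strand) stood at 202 ± 69.1 against 302 ± 53.4 CPM (-0.59, SE 0.31; adjusted p = 0.998; exact permutation p = 0.143), with 3 of 4 below. In the progenitors Ube2d3 was called lower in CMPs (-1.10, adjusted p = 0.0132) and MEPs (-1.39, adjusted p = 0.0096), and its change was -0.24 in GMPs. In CLPs it was 0.32 (SE 0.31, adjusted p = 1), with 3 of 4 libraries labelled *Tet2*-/- above the highest WT library and 1 below the lowest. Rnf138 had -0.48 in CMPs, -0.36 in GMPs, -0.26 in MEPs and 0.89 in CLPs, and Ube2a -0.02, -0.33, -0.02 and -0.42. On chromosome 3 Ube2d3 starts at 135438149 and Tet2 at 133463679. DNA linked to the targeted Tet2 allele is therefore not excluded as a source of the change in Ube2d3.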

The protein levels of STING and phosphorylated STING [29] and TBK1 [30], two biomarkers for activation of the STING-mediated type I interferon response, were increased in *Tet2*^*−/−*^ BM-MNCs (Supplementary Fig. 2A, B). Moreover, the expression of *Ifnβ* and *Il-6* was upregulated in *Tet2*^*−/−*^ LSK cells (Supplementary Fig. 2C). To determine whether the innate immune response in *Tet2*^*−/−*^ HSPCs is dependent on STING, we knocked down *Sting* and *Mavs* [31–34], crucial components of their respective cytosolic dsDNA/dsRNA sensing pathways, in *Tet2*^*−/−*^ LSK cells with shRNA. Notably, only *Sting* ablation dampened the upregulation of *Ifnβ* induced by *Tet2* deficiency (Supplementary Fig. 2D). It is known that cGAS triggers innate immune response through synthesis of cyclic GMP-AMP (cGAMP), which binds to and activates the adapter protein STING [35]. We then quantified the absolute amounts of cGAMP in the BM-MNCs from WT and *Tet2*^*−/−*^ mice using liquid chromatography-mass spectrometry (LC-MS). The amount of cGAMP in *Tet2*^*−/−*^ BM-MNCs reached 3 fmol/10^7^ cells, whereas it was undetectable in WT BM-MNCs (Fig. 1D and Supplementary Fig. 2E), confirming the activation of cGAS-STING pathway. Together, these data demonstrate that DNA damage induced by *Tet2* deficiency activates the cGAS-STING pathway, stimulating the downstream innate immune response in HSPCs.

### STING mediates skewed myelopoiesis and enhanced self-renewal of HSPCs with *Tet2* deletion

Previous studies reported that *Tet2*-deficient HSCs have a growth advantage, which can be increased by inflammatory cytokines, such as IL-6 [15] or TNF-α [36]. However, few studies to date have characterized the endogenous drivers of inflammation that contribute to the clonal expansion of *Tet2*-deficient HSPCs in the absence of an external inflammatory challenge such as microbial infection or LPS treatment. As cell-autonomous activation of the cGAS-STING pathway has been correlated with the expression of type I interferon and pro-inflammatory cytokines in *Tet2*^*−/−*^ HSPCs, it is tempting to speculate that blocking STING activation would suppress the increased self-renewal of these cells. We tested this hypothesis with the STING inhibitor C-178 [37] in a serial colony-forming unit (CFU) assay. Indeed, C-178 significantly reduced the replating capacity of *Tet2*^*−/−*^ LSK cells, and this effect was abrogated by IFNβ treatment (Supplementary Fig. 3A). To further eliminate the potential long-term inflammatory effects induced by poly(I:C) administration in the Mx1-Cre mediated *Tet2* conditional knockout system, we generated *Tet2*^*f/f*^, *Vav-Cre* (hereafter named *Tet2*^*−/−,Vav*^) mice to validate our results. Consistently, we found that C-178 treatment reduced the replating capacity of LSK cells obtained from *Tet2*^*−/−,Vav*^ mice (Supplementary Fig. 3B). The inhibitory effect of C-178 appeared specific to the LSK cells from *Tet2*^*−/−*^ mice as LSK cells from MLL-AF9 [38] or Nup98-Hox13 (NHD13) [39] transgenic mice could not be inhibited (Supplementary Fig. 3C). The C-178 inhibitory effect was correlated with cGAS-STING activation in response to DNA damage, as increased γH2AX signal and elevated expression of *Ifnβ* and *Il-6* were observed in cKit^+^ *Tet2*^*−/−*^ cells but not in WT, MLL-AF9- or NHD13-harboring cells (Supplementary Fig. 3D, E).

Because the serial replating capacity of *Tet2*^*−/−*^ HSPCs was significantly reduced by C-178, we reasoned that blocking the cGAS-STING pathway may alleviate *Tet2* deficiency-induced expansion of HSPCs and aberrant myelopoiesis. To examine this possibility, we crossed *Tet2*^*f/f*^*, Mx1-Cre* with *Sting*^*−/−*^ to generate *Tet2*^*f/f*^, *Sting*^*−/−*^, *Mx1-Cre* mice. By administering poly(I:C) to these mice every other day for 10 days, we obtained double knockout mice for *Tet2* and *Sting* (hereafter named *Tet2*;*Sting*^*DKO*^) (Fig. 2A). Loss of STING was confirmed in the *Sting*^*−/−*^ and *Tet2*;*Sting*^*DKO*^ BM-MNCs (Supplementary Fig. 4A). *Ifnβ* and *Il-6* were significantly downregulated in the primary cKit^+^ cells isolated from *Tet2*;*Sting*^*DKO*^ BM compared with *Tet2*^*−/−*^ cells, indicating that the cGAS-STING pathway is required for the induction of these cytokines (Supplementary Fig. 4B). Moreover, the growth advantage of *Tet2*^*−/−*^ cKit^+^ cells was reduced after *Sting* deletion (Supplementary Fig. 4C). The replating capacity of *Tet2*;*Sting*^*DKO*^ LSK cells was also significantly reduced compared with that of *Tet2*^*−/−*^ cells, and IFNβ treatment could restore the replating capacity of *Tet2*;*Sting*^*DKO*^ LSK cells (Supplementary Fig. 4D). Collectively, these data suggest that an activated cGAS-STING pathway functions to establish a local inflammatory environment which supports and stimulates the self-renewal of *Tet2*^*−/−*^ HSPCs.

**Fig. 2:**
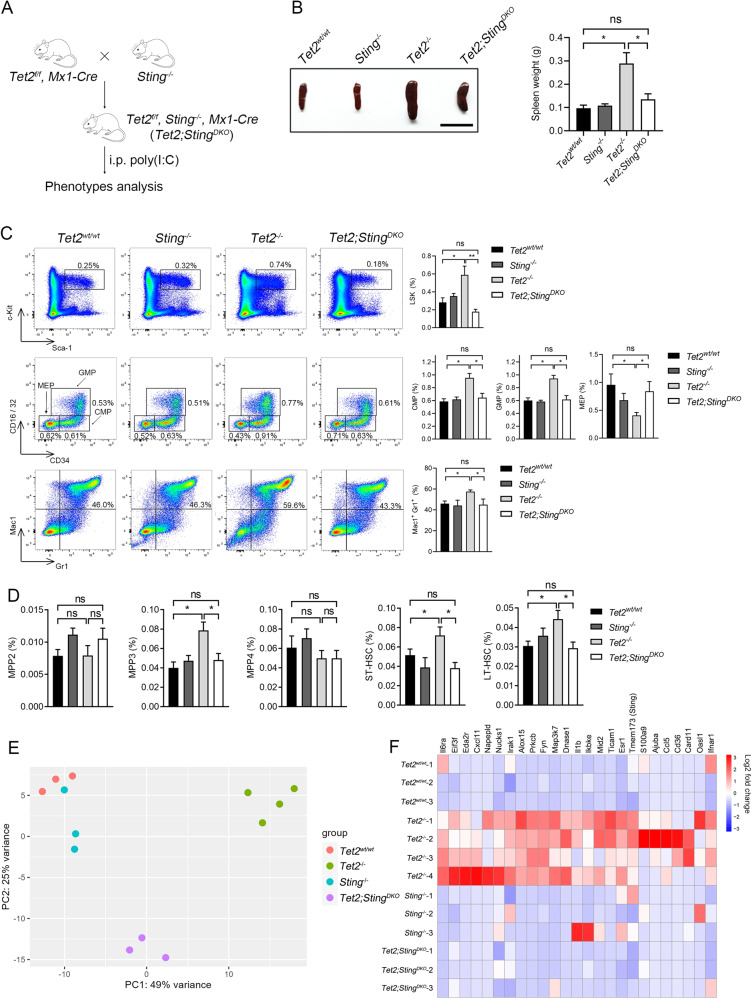
*Sting* is required for the increased self-renewal and myeloid-skewed differentiation of *Tet2*^*−/−*^ mouse HSPCs. **A** Breeding strategy for inducible deletion of *Tet2* in the hematopoietic system on the *Sting*^−/−^ background. i.p., intraperitoneal injection. **B** Comparison of spleens from representative mice of indicated genotypes. Shown on the right is the quantification of spleen weight (*n* = 5 mice; scale bar, 1 cm). **C** *Sting* deletion attenuates the aberrant hematopoiesis caused by *Tet2* deficiency. The percentages of LSK cells (top panel), oligopotent progenitor cells (CMP, GMP, and MEP, middle panel) and Mac1^+^Gr1^+^ myeloid cells (bottom panel) in the BM of indicated mice were determined by flow cytometric analysis. All mice were sacrificed for analysis 12 months after poly(I:C) injection. The quantification is shown to the right (*n* = 5 mice). **D** Deletion of *Sting* inhibits the expansion of MPP3 cell population and the enhanced self-renewal of HSCs in *Tet2*-deficient mice. The percentages of multipotent progenitor cells (MPP2/3/4), ST-HSCs, and LT-HSCs in the BM of indicated mice were measured by FACS (n = 8 mice). **E** PCA (Principal Component Analysis) plot showing the RNA-seq data of LT-HSCs derived from indicated genotypes of mice. Each dot represents an individual mouse (For *Tet2*^*−/−*^, *n* = 4; for other genotypes, *n* = 3). (**F**) Deletion of *Sting* attenuates the upregulation of innate immunity- and inflammation-related genes in LT-HSCs induced by *Tet2* deficiency. Genes with log2(fold change) >1 and *P* < 0.05 are shown (For *Tet2*^*−/−*^, *n* = 4; for other genotypes, *n* = 3). LT-HSC, long term hematopoietic stem cell; ST-HSC, short term HSC; CMP, common myeloid progenitor; GMP, granulocyte macrophage progenitor; CLP, common lymphoid progenitor; MEP, megakaryocyte erythroid progenitor. Statistical significance was assessed by *t* test (**B**–**D**). Data are mean ± s.e.m., *P < 0.05; **P < 0.01; “ns”: not significant.

Previous studies have shown that inactivation of *Tet2* leads to an increased LSK pool and differentiation skewing towards monocytic/granulocytic lineages [10–12]. We then asked whether these phenotypes can be alleviated by additional *Sting* deletion. At 12 months post poly(I:C) induction, the size and weight of spleens in *Tet2*;*Sting*^*DKO*^ mice were significantly reduced compared with those from *Tet2*^*−/−*^ mice (Fig. 2B). We further examined myeloid differentiation and erythropoiesis in the peripheral blood (PB). Notably, myeloid-skewing induced by *Tet2* deficiency was attenuated by *Sting* deletion (Supplementary Fig. 4E), and reduced erythropoiesis, another typical phenotype of *Tet2*^*−/−*^ mice [40], was fully restored by *Sting* deletion (Supplementary Fig. 4F). *Sting* loss appeared to affect specifically the *Tet2*^*−/−*^ phenotypes because *Sting*-KO alone had no discernible effect on lineage differentiation.

We observed significantly more LSK cells in the BM of *Tet2*^*−/−*^ mice. However, there was almost no change in the LSK population when both *Tet2* and *Sting* were deleted. Furthermore, targeted deletion of *Sting* rescued the alteration of oligopotent progenitor cells in *Tet2*^*−/−*^ mice, including the increase of CMP and GMP and the decrease of MEP (Fig. 2C). Moreover, *Tet2*;*Sting*^*DKO*^ mice exhibited a comparable proportion of myeloid cells to *Tet2*^*wt/wt*^ control mice, and the expansion of myeloid cells in the BM was only observed in *Tet2*^*−/−*^ mice (Fig. 2C). Thus, cGAS-STING activation is required for the *Tet2* deficiency-induced expansion of myeloid progenitor cells and *Sting* deletion reduces the skewed differentiation of oligopotent progenitor cells. We also analyzed the populations of different MPP (multipotent progenitor cell) and HSCs in each genotype. MPP3 represents a distinct myeloid-skewed subpopulation, while MPP2 preferentially generates megakaryocyte/erythroid lineages and MPP4 produces lymphoid as well as myeloid lineages under regenerative conditions of the hematopoietic system [41]. We observed a significant increase of MPP3 cells in the bone marrow of *Tet2*^*−/−*^ mice, while MPP2/4 showed a similar proportion to *Tet2*^*wt/wt*^ mice. The unbalanced production of MPP cells was corrected in the bone marrow of *Tet2*;*Sting*^*DKO*^ mice, suggesting that the expansion of MPP3 cells in *Tet2*^*−/−*^ mice is dependent on *Sting*. The HSC pool was enlarged as a result of *Tet2* deletion, as evidenced by the significantly increased proportion of both ST- and LT- HSCs in the bone marrow of *Tet2*^*−/−*^ mice compared to WT mice. Similar to the effects observed in MPP3 cells, deletion of *Sting* reduced the expansion of the HSC pool in *Tet2*^*−/−*^ mice (Fig. 2D and Supplementary Fig. 4G) Together, these data suggest that the defects in hematopoiesis and myeloid skewing induced by *Tet2* deficiency are mediated by STING.

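The second set holds 9 LT-HSC libraries, 3 each of WT, *Sting*-/- and *Tet2*;*Sting* DKO mice, made by the same SMART-Seq2 protocol. Counts per library, as lowest, median and highest, were 26776142, 32323212 and 34887730 in WT, 40641185, 55842538 and 62767900 in libraries labelled *Sting*-/-, and 34137203, 44201106 and 78681657 in those labelled *Tet2*;*Sting* DKO. Between 9381 and 11527 genes were detected and mitochondrial genes took 1.23% to 2.44%. The 4 LT-HSC libraries labelled *Tet2*-/- of the first set served as the fourth genotype, so the tables of counts were joined on gene symbols and synonyms, 27393 genes in all, by a rule extended after the tables were seen. The joined genes held 79.9% to 86.9% of the counts of the libraries labelled *Tet2*-/- and 99.2% to 99.3% of those of the second set. Set and genotype therefore changed together in every direct comparison of the libraries labelled *Tet2*-/- with this set, and a difference between the sets can be taken off only through the WT LT-HSC libraries, which both sets hold. Sex changed as well: Xist, the transcript of the inactive X chromosome, stood at 2564 ± 991 CPM in libraries labelled *Tet2*-/- and 0.106 in those labelled *Tet2*;*Sting* DKO, while the Y-linked Eif2s3y stood at 0 and 299 and Ddx3y at 0 and 118. These genes were chosen after their values were seen, and Xist overlaps Tsix on the other strand. Within the second set, Eif2s3y stood from 0 to 0.242 CPM in WT and from 161 to 220 in libraries labelled *Sting*-/-, and Xist from 93.7 to 248 and from 0 to 15.9. Comparisons of *Sting*-/- or *Tet2*;*Sting* DKO with WT of this set therefore changed sex too.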

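Sting (Tmem173) counts in the second set were 1788, 1168 and 0 in WT, 6333, 0 and 3835 in the libraries labelled *Sting*-/-, and 0, 14 and 1128 in those labelled *Tet2*;*Sting* DKO, so 3 of the 6 libraries labelled as lacking Sting held 1128 or more counts of it. Tet2 counts were 977, 0 and 0 in WT, 498, 1729 and 91 in those labelled *Sting*-/-, and 1342, 1433 and 56 in those labelled *Tet2*;*Sting* DKO. The counts of neither gene followed the labels, so directions below are between labels. They are sums over a gene, so they do not show whether a transcript lacks an exon or whether protein is made. By Western blot the paper reports that STING protein was lost in bone marrow cells of *Sting*-/- and *Tet2*;*Sting* DKO mice. Libraries labelled *Tet2*-/- held 70.6 ± 25.2 CPM of Sting (n = 4) and those labelled *Tet2*;*Sting* DKO 8.59 ± 14.7 (n = 3), a log2 fold change of 3.04 (SE 1.89; edgeR adjusted p = 0.332; two-sided exact permutation p = 0.0286). Between labels *Tet2*;*Sting* DKO and *Sting*-/- the change was -2.79 (SE 3.02, adjusted p = 0.999).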

To investigate the molecular mechanism by which the cGAS-STING pathway is involved in *Tet2*-deficiency-mediated hematopoietic phenotypes, we performed RNA-seq on LT-HSCs derived from *Tet2*^*wt/wt*^, *Sting*^*−/−*^, *Tet2*^*−/−*^, and *Tet2*;*Sting*^*DKO*^ mice. Principal Component Analysis (PCA) showed that the mRNA expression profile in *Tet2*;*Sting*^*DKO*^ LT-HSCs was significantly different from that of *Tet2*^*−/−*^ mice (Fig. 2E). 

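A PCA of the 13 LT-HSC libraries on the 500 genes of largest variance (variance-stabilized counts) put 37.3% of the variance on PC1 and 9.50% on PC2. Libraries labelled *Tet2*-/- lay from -83.0 to -76.1 on PC1 and all libraries of the second set, WT among them, from 0.70 to 58.1. Of the variance of PC1 93.6% lay between the sets, against 1.00% of PC2. The distance between labels *Tet2*-/- and *Tet2*;*Sting* DKO was 7.56 as a pseudo-F, the ratio of variance between groups to that within, with an exact permutation p = 0.0286 (one-sided, for a larger ratio), the smallest that 35 splits can give. With all genes in place of 500, the alternative that moved PC1 most, PC1 took 27.3%. The 4 libraries labelled *Tet2*-/- came from the first set, and no WT library of that set was among the 13, so set and genotype changed together.

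**Figure D3:**
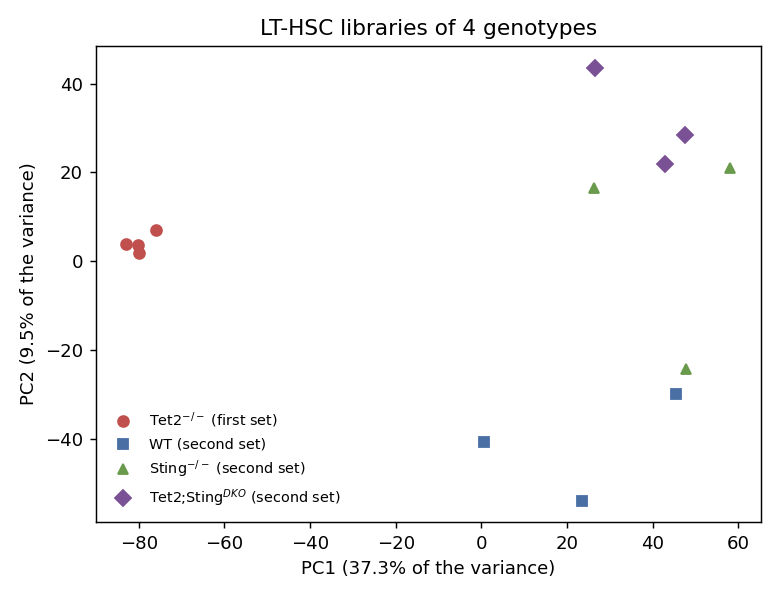
PC1 and PC2 of the 13 LT-HSC libraries of WT, *Sting*-/-, *Tet2*-/- and *Tet2*;*Sting* DKO labels; libraries labelled *Tet2*-/- are of the first set and the others of the second.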

Deletion of *Sting* was found to significantly suppress the activation of inflammatory genes that were induced in *Tet2*^*−/−*^ LT-HSCs (Fig. 2F). 

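Of the 25 genes of Fig. 2F, 20 were tested between the labels *Tet2*-/- and *Tet2*;*Sting* DKO, and 20 of 20 were higher in *Tet2*-/-, with a median log2 fold change of 7.84, or 5.04 with the 11 genes at the floor of 3 counts in all libraries labelled *Tet2*;*Sting* DKO set to their bound. camera gave p = 8.67e-05, and 2 of 35 splits gave a p as small in an exact permutation. The p was 0.00973 with the correlation estimated and 1.47e-05 by fry. The study chose the list on these libraries, so this is not independent evidence. Over all genes 9 passed an adjusted p of 0.05, and 13 did when adjusted over the list alone. Fyn stood at 32.6 ± 4.92 CPM against 0.041 ± 0.046 (9.60, SE 1.73, edgeR adjusted p = 0.0156), Eif3f rose from 40.8 ± 9.86 CPM in *Tet2*;*Sting* DKO (1.76, SE 0.49, adjusted p = 0.0362), Prkcb was at least 83.2-fold higher (adjusted p = 0.0185) and Ccl5, at 2.18 CPM, at least 31.4-fold (adjusted p = 0.027). Il1b was at least 31.2-fold higher (adjusted p = 0.0667), Cxcl11 at least 89.0-fold (adjusted p = 0.068) and Oasl1 at least 34.3-fold (adjusted p = 0.0802), and Ifnar1 rose by 1.32 (adjusted p = 0.620). Against the WT libraries of the second set, the median for label *Tet2*-/- was 7.28 (4.62 with genes at their bound), with 10 genes adjusted over all genes and 13 adjusted over the list alone. The WT libraries of the first set were also higher than those of the second at 20 of 20 genes, with a median of 6.58 (5.08 with genes at their bound) and 7 genes adjusted over all genes. Il1b, at 7.12 ± 1.43 CPM against 0, was at least 74.1-fold higher there. Within the first set, label *Tet2*-/- against WT gave a median of -0.25 with 10 of 25 higher. Within the second set, the median was -1.09 for label *Tet2*;*Sting* DKO against *Sting*-/- (2 of 7 higher; camera p = 0.738; 8 of 10 splits in the exact permutation), and 0.19 for *Tet2*;*Sting* DKO against WT (5 of 8). With the difference between the WT libraries of the sets taken off, an alternative added after the values were seen, the median between labels *Tet2*-/- and *Tet2*;*Sting* DKO was -0.73.

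**Figure D4:**
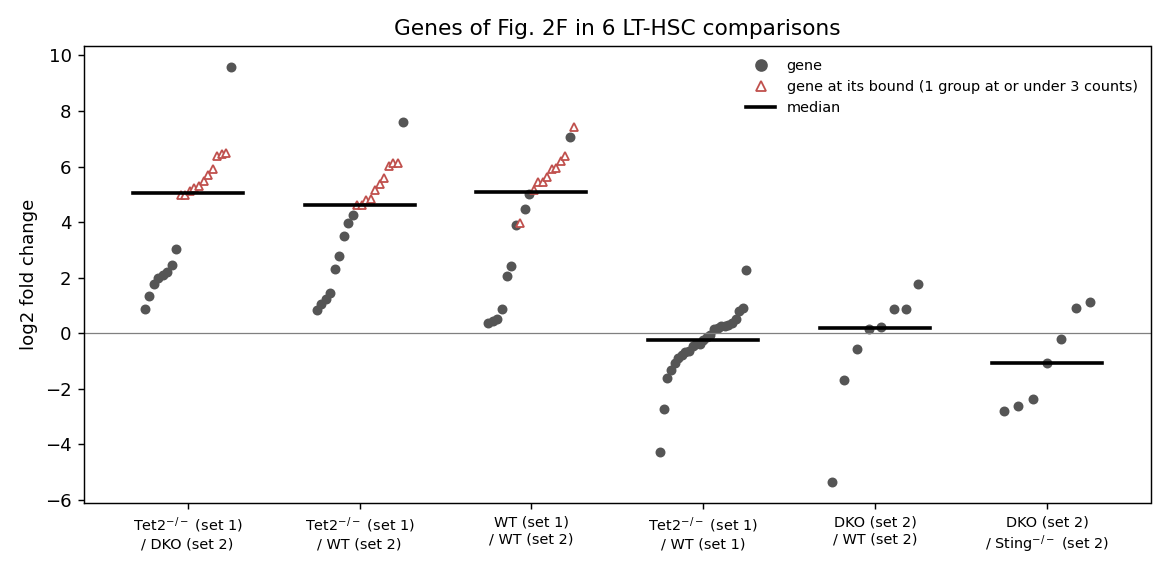
Log2 fold change of each gene of Fig. 2F in 6 comparisons of LT-HSC libraries, by label; triangles are genes at their bound because 1 group was at or under 3 counts, and lines are medians.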

We also conducted GO and KEGG analysis for DEGs between *Tet2*^*−/−*^ versus *Tet2*;*Sting*^*DKO*^ LT-HSCs (Supplementary Fig. 4H, I). 

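Between the labels *Tet2*-/- and *Tet2*;*Sting* DKO, 1675 genes were called higher in *Tet2*-/- and 669 lower of 12413 tested, and every library labelled *Tet2*;*Sting* DKO was at the floor for 1192 of the higher ones. Without adjustment 2735 and 1058 passed. The median log2 fold change of all tested genes was 0.46 after TMM scaling, the shift against which the changes of single genes and lists stand. Groups did not overlap at 4410 genes (35.5%), where chance gives 5.71%. With all libraries of both sets in one fit, the alternative that moved the share of higher genes most, 263 were higher and 347 lower. The WT libraries of the 2 sets differed by 1002 genes higher and 509 lower in the first set (11937 tested), where groups did not overlap at 38.4% of genes and chance gives 10%. Within the second set, 0 genes were higher and 15 lower between labels *Tet2*;*Sting* DKO and *Sting*-/- (1.7e+02 and 489 without adjustment, 9436 tested), 0 and 0 between *Sting*-/- and WT (125 and 232, 9968 tested), and 4 and 60 between *Tet2*;*Sting* DKO and WT (342 and 759, 9744 tested). Against WT of the second set, label *Tet2*-/- had 1059 higher and 590 lower (2136 and 1158 without adjustment). Leaving out any 1 library left 0 genes called between labels *Tet2*;*Sting* DKO and *Sting*-/-, and without WT replicate 3 of the second set 2 were called lower between *Tet2*;*Sting* DKO and WT. The largest changes at a mean of at least 100 CPM were Xist (14.82), Tsix (at least 5306-fold higher in *Tet2*-/-, on the strand opposite Xist) and Evi2b (at least 3310-fold), and, lower in *Tet2*-/-, Eif2s3y (at least 6185-fold), Ddx3y (at least 2433-fold) and Mir155hg (at least 2337-fold). In simulated counts at this size edgeR called 6 of 197 genes changed 4-fold (3.05%) with 0 false calls.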

Among the pathways analyzed, the small GTPase signal transduction pathway was found to be the most upregulated in *Tet2*^*−/−*^ LT-HSCs compared to DKO cells, whereas the RNA splicing process was identified as the most downregulated pathway in *Tet2*-deficient cells. These data indicate that the upregulation of inflammatory cytokines in *Tet2*-deficient LT-HSCs depends on the activation of the cGAS-STING pathway, and various signaling pathways are involved in the dysregulated hematopoiesis upon the loss of *Tet2*.

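A list of 216 tested small GTPases and their regulators, chosen by symbol, had a median log2 fold change of 0.68 for label *Tet2*-/- against *Tet2*;*Sting* DKO, with 133 higher and 24 at the floor in 1 group (camera p = 0.748; by exact permutation, 25 of 35 splits gave a p as small; p of 0.780 with the correlation estimated and 0.00026 by fry, which does not set a list against the other genes). A list of 148 splicing genes had -0.16, with 68 higher (camera p = 0.000609; 3 of 35 splits in the exact permutation; p of 0.00302 with the correlation estimated and 0.930 by fry). Of the lists for cell processes tested, the proteasome list had the lowest camera p, with a median of -0.49 and 14 of 47 higher (camera p = 1.19e-09; p of 0.0623 with the correlation estimated and 0.013 by fry; 2 of 35 splits in the exact permutation). These are stand-ins for GO and KEGG terms, and differences between the lists were not tested.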

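The paper takes its LT-HSC data of the 4 genotypes to indicate a dependence of the raised inflammatory cytokines in *Tet2*-deficient cells on cGAS-STING activation. By qRT-PCR it also reports lower *Ifnβ* and *Il-6* in *Tet2*;*Sting* DKO than in *Tet2*-/- cKit+ cells. In *Tet2*-/- LSK cells it reports less *Ifnβ* after knockdown of *Sting*, not of *Mavs*. The lists used below are of genes that respond to interferon, not of cytokines as such. The interferon-beta list had a median log2 fold change of -0.17 for label *Tet2*-/- against *Tet2*;*Sting* DKO, with 14 of 31 genes higher (camera p = 0.122; 13 of 35 splits in the exact permutation), and of 0.47 for *Tet2*-/- against WT of the second set (p = 0.453; 21 of 35). In the first of these comparisons the mean pointed the other way than the median: the mean log2 CPM of the list ran from 5.15 to 5.75 in libraries labelled *Tet2*-/- and from 3.58 to 4.65 in those labelled *Tet2*;*Sting* DKO, and fry gave a higher level in *Tet2*-/- (p of 0.411). In the second, the means ran from 4.81 to 5.51 against 3.30 to 3.43 in WT, higher by fry (p of 0.00687). WT of the first set was also above WT of the second, at 4.88 to 5.34 against 3.56 to 4.11 (fry p of 0.0226). The median against *Tet2*;*Sting* DKO was 0.63 without replicate 1 labelled *Tet2*;*Sting* DKO, and without replicate 5 labelled *Tet2*-/- it was -0.38. It was 0.11 without replicate 2 and -0.06 without replicate 3 labelled *Tet2*;*Sting* DKO (camera p of 0.0482 in the latter, not set against permutation). Without the low-count filter it was 0.39, and with all libraries in one fit 0.01. Within the second set, label *Tet2*;*Sting* DKO was above *Sting*-/- by 0.60 (19 of 24 higher; camera p = 0.00261; 1 of 10 splits in the exact permutation, for a smallest possible p of 0.10) and above WT by 0.51 (19 of 27 higher). The median for label *Sting*-/- against WT was -0.09. The list of interferon-stimulated genes had a median of -0.42 for *Tet2*-/- against *Tet2*;*Sting* DKO, with 24 of 62 higher (camera p = 0.00411; 6 of 35 splits in the exact permutation; p of 0.0266 with the correlation estimated and 0.871 by fry), and 4 of its genes passed an adjusted p of 0.05 over all genes as higher and 8 as lower. For *Tet2*-/- against WT of the second set it had -0.09 (28 of 62 higher; p = 0.231; 10 of 35), and for *Tet2*;*Sting* DKO against *Sting*-/- 0.42 (35 of 55 higher; p = 0.00704; 2 of 10; p of 0.107 with the correlation estimated and 0.0735 by fry).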

### STING promotes hematopoietic disorders induced by *Tet2* loss

In a non-competitive transplantation assay (Fig. 3A, Supplementary Fig. 4J), *Tet2*^*−/−*^ BM donor cells exhibited skewed differentiation towards the myeloid lineage in the PB of recipient mice, whereas the myeloid skewing phenotype was ameliorated after *Sting* deletion (Fig. 3B). Eighteen weeks after transplantation, recipients were sacrificed for analysis. Consistent with significant myeloid expansion, the populations of oligopotent progenitors (CMP, GMP, and MEP) and LSK cells from *Tet2*^*−/−*^ donors had increased more than 2-fold relative to those from *Tet2*^*wt/wt*^ control donors. In contrast, these cell proportions were not significantly changed in mice who had received cells *Tet2*;*Sting*^*DKO*^ donors (Fig. 3C). In the recipients of *Tet2*^−/−^ donors, the proportion of MPP3/4 was 2-fold higher than that in *Tet2*^*wt/wt*^ or *Tet2*;*Sting*^*DKO*^ donors, and the population of MPP2 showed no difference among all donors (Fig. 3D). The proportion of HSCs (ST- or LT-HSC) was increased by 50% in recipients of *Tet2*^*−/−*^ donors. In contrast, recipients of *Tet2*;*Sting*^*DKO*^ donors exhibited normal-sized HSC populations. (Fig. 3D). We observed that the phenotype of enlarged spleen and compromised differentiation potential towards erythroid lineage seen in recipient of cells from *Tet2*^*−/−*^ donors was rescued in recipients of cells from *Tet2*;*Sting*^*DKO*^ donors (Fig. 3E, F), suggesting that the *Tet2;Sting*^*DKO*^ donor cells sustained grossly normal hematopoiesis. Strikingly, *Sting* deletion significantly prolonged the survival of recipients of *Tet2*^*−/−*^ BM cells (Fig. 3G), indicating that targeting STING might represent a novel therapeutic approach to inhibit the onset of leukemogenesis driven by mutated *TET2*. Taken together, the above data suggest that additional deletion of *Sting* rescues both the function and homeostasis of the hematopoietic system of *Tet2*^*−/−*^ mice.

**Fig. 3:**
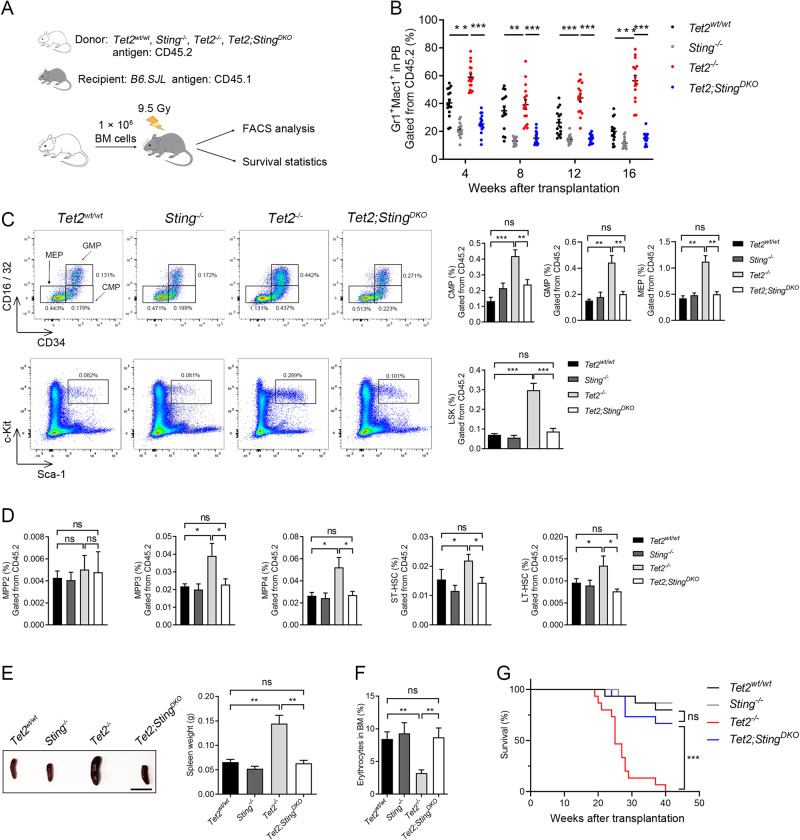
*Sting* deletion abrogates *Tet2* deficiency-induced skewed hematopoiesis in bone marrow transplantation models. **A** Schematic of bone marrow transplantation assay. **B** Myeloid skewing of *Tet2*^*−/−*^ cells after transplant (red dots) is corrected by *Sting* (blue dots) deletion. The scatter plot shows the quantification of donor-derived mature myeloid cells in the peripheral blood (PB) of primary recipients transplanted with indicated donor BM cells. **C** *Sting* deletion attenuates the expansion of *Tet2*^*−/−*^ progenitor cells in recipient mice. Representative FACS plots of progenitor cells from the BM cells of indicated donor groups are shown on the left. Top row, CMP, GMP, MEP; Bottom row, LSK. Quantification is shown on the right. **D** Bar graphs showing the populations of MPP cells and HSCs in recipient mice analyzed by FACS. **E** Comparison of spleens from recipient mice of indicated genotypes. Shown to the right is the quantification of spleen weight. (*n* = 3 donors and 15 recipients for each genotype; scale bar, 1 cm). **F** *Sting* deletion restores normal erythropoiesis of *Tet2*^*−/−*^ donors. The proportion of Ter119^+^ erythrocytes in the BM were analyzed by FACS. **G** Survival analysis of primary transplant recipients of indicated donor groups (*n* = 3 donors and 15 recipients for each genotype). In BM transplantation assays, all mice (*n* = 3 donors and 15 recipients for each genotype) were sacrificed and analyzed at 18 weeks after transplantation. Statistical significance was assessed with *t*-test (**B**–**F**), and Mantel–Cox log-rank test (G). Data are mean ± s.e.m., *P < 0.05; **P < 0.01; ***P < 0.005; “ns”: not significant.

To further investigate whether STING is required for the increased self-renewal of *Tet2*^*−/−*^ HSPCs, we performed three rounds of serial transplantation, each lasting for 16 weeks (Fig. 4A, Supplementary Fig. 4H). The increase in the population of *Tet2*^*−/−*^ progenitor cells derived from donor mice was abrogated by *Sting* deletion (Fig. 4B and C). Additionally, while *Tet2*^*−/−*^ donors generated 0.5-3.5-fold more LSK cells than *Tet2*^*wt/wt*^ donors in each round of transplantation, LSK cells were not increased in the recipients of cells from *Tet2*;*Sting*^*DKO*^ donors (Fig. 4D). Interestingly, although the frequency of LT-HSCs usually decreased after each round of transplantation, the LT-HSC population in the recipients of *Tet2*;*Sting*^*DKO*^ donors was larger than that of WT and *Tet2*^*−/−*^ donors (Fig. 4E). In has been shown that *Tet2*-deficient HSCs exhibited an enhanced potential for regenerating the hematopoietic system during serial transplantation assays [42]. It would be interesting to examine whether blocking the STING pathway in *Tet2*-deficient hematopoietic cells can further increase the functional HSC pool in the bone marrow. To investigate this question, we used a limiting dilution assay to measure the frequencies of HSCs in different donor genotypes. Surprisingly, even though *Tet2*;*Sting*^*DKO*^ donors had two-fold more HSCs than *Tet2*^*−/−*^ donors in the serial transplantation assay, the frequency of functional HSCs in their bone marrow was lower than that in *Tet2*^*−/−*^ donors: 1 HSC in 13,555 bone marrow cells compared to 1 in 4430 (Fig. 4F). This result further supports the notion that deleting the *Sting* impairs the reconstitution capacity of *Tet2*^*−/−*^ HSCs, and suggests that blocking STING might affect the stem cell pool in TET2-mutation-associated hematological disorders.

**Fig. 4:**
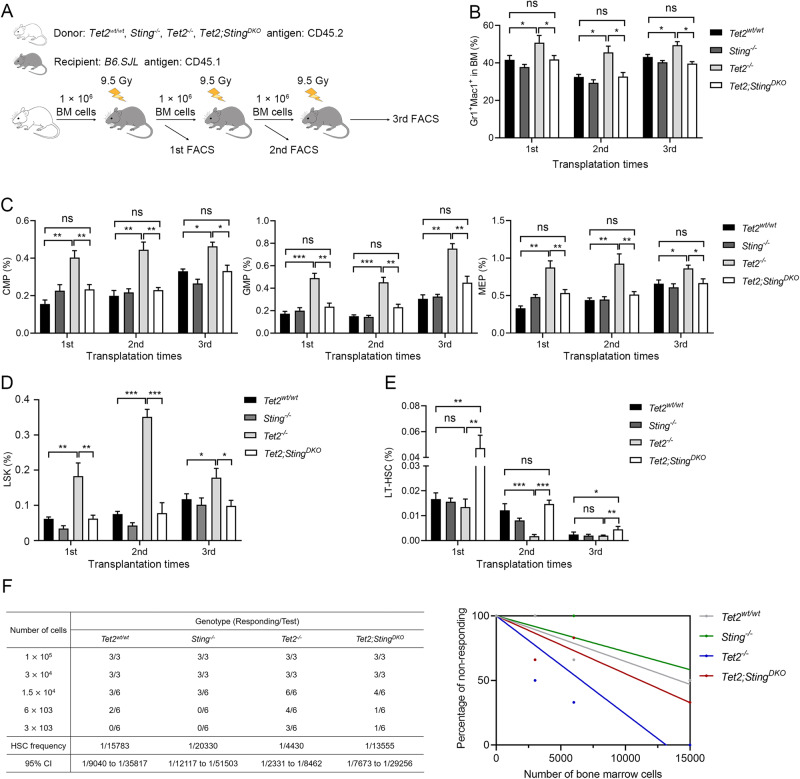
Blocking STING restores normal hematopoiesis of *Tet2*^*−/−*^ BM cells in serial transplantation models. **A** Schematic of serial transplantation assays. **B** Myeloid skewing of *Tet2*^*−/−*^ BM donors is corrected by *Sting* deletion. **C** *Sting* deletion attenuates the expansion of transplanted *Tet2*^*−/−*^ progenitor cells in recipient mice. **D** *Sting* deletion mitigates the abnormal expansion of *Tet2*^*−/−*^ LSK cells in serial transplantation recipients. **E** *Sting* deletion increases the proportion of *Tet2*^*−/−*^ donor LT-HSCs in serial transplantation recipients. **F** The frequencies of functional HSCs in each genotype of mice were measured by the limiting dilution assay. Table to the left displays the cell dose, responding rate, calculated HSC frequencies and 95% confidence interval (CI), while the Poisson statistical analysis is presented on the left, color lines indicate the best best-fit linear model. The frequencies and analysis were performed using the L-Calc software. All mice (*n* = 2 donors and 10 recipients for each genotype) in the serial transplantation assay were sacrificed and analyzed 18 weeks after transplantation. Statistical significance was assessed with two-way ANOVA (**B**–**D**) and *t* test (**E**). Data are mean ± s.e.m., *P < 0.05; **P < 0.01; ***P < 0.005; “ns”: not significant.

To investigate whether STING is essential for the enhanced self-renewal activity of *Tet2*^*−/−*^ HSPCs, we performed competitive transplantation assays (Supplementary Fig. 5A, Supplementary Fig. 4H). As expected, *Tet2*;*Sting*^*DKO*^ BM donor cells showed a significantly reduced level of reconstitution capacity compared to *Tet2*^*−/−*^ cells (Supplementary Fig. 5B), indicating that *Sting* contributes to the competitive advantage conferred by *Tet2* deficiency. In the PB, the skewed myelopoiesis observed in *Tet2*^*−/−*^ mice was corrected by deletion of *Sting* (Supplementary Fig. 5C). *Tet2*;*Sting*^*DKO*^ mice showed comparable populations of myeloid cells, LSK cells, and LT-HSCs in the bone marrow with *Tet2*^*wt/wt*^ donors. Meanwhile, *Tet2*-deficient donors exhibited increased myeloid cells and expanded HSPC pools compared to other genotypes of donors in the recipient mice (Supplementary Fig. 5D). To further test whether STING inhibition can suppress the competitive advantage of donor cells derived from *Tet2*^*−/−,Vav*^ mice, we co-transplanted *Tet2*^*−/−,Vav*^ and CD45.1 BM cells into recipient mice and treated them with the STING inhibitor C-176, a water soluble small molecule suitable for in vivo assays [37]. Similar to genetic deletion models, pharmacological inhibition of STING reduced the proportion of *Tet2*^*−/−,Vav*^ donor cells in the PB of recipient mice by approximately 15%, compared to the DMSO group. (Supplementary Fig. 5E). When we isolated the BM cells of recipient mice for analysis, we observed a decrease in LSK and LT-HSC populations in C-176-treated *Tet2*^*−/−,Vav*^ mice comparing to those treated with DMSO, with no influence on WT donor cells (Supplementary Fig. 5F). Treatment with C-176 also alleviated the skewed hematopoietic differentiation of *Tet2*-deficient donors, as evidenced by an increase in erythrocytes and a decrease in myeloid cells in *Tet2*^*−/−,Vav*^ donors compared to those treated with DMSO (Supplementary Fig. 5G).

Collectively, these data demonstrate that *Sting* is a key factor underlying *Tet2*-loss-induced hematopoietic disorders, and that blocking the cGAS-STING pathway by either gene deletion or small molecules can restrain increased self-renewal and skewed differentiation of HSPCs induced by *Tet2* deficiency.

### Blocking STING suppresses AML harboring *TET2* mutation

CHs harboring *Tet2* mutation alone rarely progress to hematopoietic malignancies [43]; cooperating mutations [44], such as in *Flt3* or *Jak2*^*V617F*^, accelerate leukemogenesis in mouse models [45, 46]. As the recipient mice of *Tet2*;*Sting*^*DKO*^ BM donor cells exhibited normal hematopoietic hierarchy and significantly extended survival, we wondered whether STING inhibition is able to restrain the skewed differentiation and leukemia progression of *TET2*-mutated human blood cells in vitro and in engrafted mice. We first examined the effect of human STING inhibitor H-151 [37] on the differentiation of human cord blood-derived CD34^+^ HSPCs upon *TET2* depletion. Consistent with a previous study [47], ablating TET2 with shRNA increased the granulocyte-macrophage colony-forming unit (CFU-GM) but reduced the burst forming unit-erythroid compared with the control group. The CD34^+^ cells with TET2 ablation showed upregulated IFNβ and increased micronuclei release (Supplementary Fig. 6A, B). Furthermore, the cGAS protein exactly co-localized with the micronuclei in the cytoplasm, suggesting that DNA damage induced by TET2 ablation activates the cGAS-STING pathway (Supplementary Fig. 6C). Notably, H-151 treatment attenuated the CFU-GM colony formation and restored erythroid colony formation of TET2-ablated cells (Fig. 5A). Consistently, knockdown of STING normalized IFNβ expression and lineage-skewed colony formation in TET2-ablated CD34^+^ cells (Supplementary Fig. 7A, B).

**Fig. 5:**
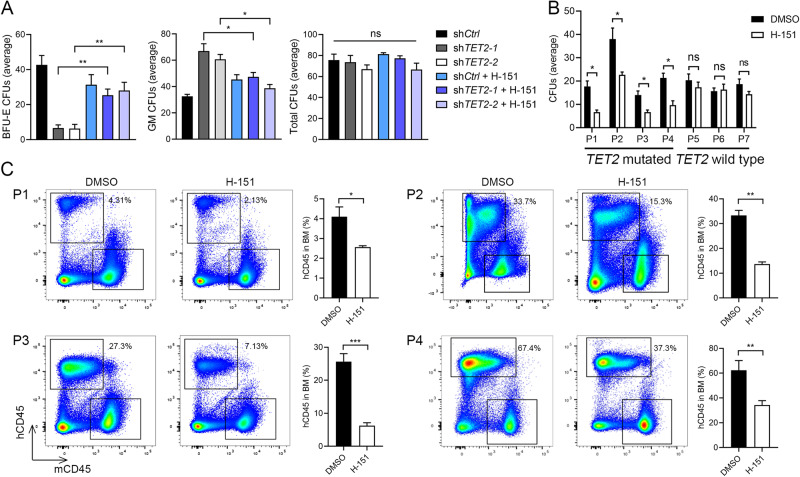
Myeloid skewing of TET2-deficient human HSCs and leukemogenesis of TET2-mutated AML Patient cells are prevented by inhibiting STING. **A** STING inhibitor H-151 reduces myeloid colony formation and restores erythroid colony formation of TET2-deficient cord blood CD34^+^ cells. CD34^+^ cells were infected with lentivirus carrying short hairpin RNA which targeted *TET2* (sh*TET2-1* or sh*TET2-2*) or scrambled control (sh*Ctrl*). Cells were cultured in methylcellulose medium for 14 days. **B** H-151 inhibits colony formation of *TET2*-mutated patient AML cells. P1-4 are AML patients with *TET2* mutations, and P5-7 are those without *TET2* mutation. **C** H-151 reduces the engraftment efficiency of *TET2*-mutated patient AML cells in B-NDG mice. The percentages of human CD45-positive cells (hCD45) in total BM are indicated. Statistical significance was assessed by *t* test (**A**–**C**). Data are mean ± s.e.m., *P < 0.05; **P < 0.01; ***P < 0.005; “ns”: not significant.

To evaluate the therapeutic potential of STING inhibition, we tested the effect of H-151 on colony formation of BM cells derived from 4 AML patients with *TET2* mutations (P1-4) and 3 AML patients without *TET2* mutations (P5-7) (Supplementary Fig. 8A). RT-qPCR analysis showed that while *TET2* mRNA levels were reduced, the expression levels of inflammatory genes were increased in P1-4 cells compared with P5-7, and the in vitro colony formation of P1-4 was inhibited by H-151 whereas that of P5-7 was not affected (Fig. 5B and Supplementary Fig. 8B). We further established PDX models in immunodeficient mice using mononuclear cells from these patients. The engraftment was examined 4 weeks after transplantation, and mice were treated with H-151 from 12 weeks onwards. In the PDX models of P5-7 without *TET2* mutations, the patient-derived CD45^+^ cells continued to expand in the PB during H-151 treatment; in contrast, the proportions of P1-4-derived hCD45^+^ cells in the PB were significantly reduced by H-151 administration (Supplementary Fig. 8C), indicating that H-151 specifically inhibits the leukemogenesis of *TET2*-mutated patient cells. Furthermore, compared to the DMSO group, the proliferation of *TET2*-mutated leukemia cells was significantly reduced in the BM of recipient mice treated with H-151, and no inhibitory effect was observed in the recipients of leukemia cells harboring wildtype *TET2* (Fig. 5C and Supplementary Fig. 8D). These data indicate that the leukemogenic potential of *TET2*-mutated AML mononuclear cells can be suppressed by inhibiting STING.

## Discussion

In this study, we demonstrated that DNA damage engendered by TET2 deficiency activated the cGAS-STING pathway in HSPCs. The specific mechanism underlying DNA damage induction in *Tet2*^*−/−*^ HSPCs is not yet clear. However, we observed altered expression of several DNA repair-associated genes in *Tet2*^*−/−*^ HSPCs compared to WT cells, indicating that the genome becomes unstable due to insufficient repair upon loss of *Tet2*. Moreover, inhibition of STING significantly attenuated the expansion of LSK and skewed myeloid differentiation in both *Tet2*^−/−^ mice and bone marrow transplant models. Compared to *Tet2*^−/−^ donor cells, *Tet2*;*Sting*^*DKO*^ donor cells restored a balanced hematopoietic hierarchy and extended significantly the lifespan of recipient mice. Leveraging AML patient-derived xenograft models, we further showed that patient-derived BM-MNCs with *TET2* mutations were more sensitive than those without *TET2* mutations to STING inhibition. Taken together, these data suggest that STING plays an essential role in hematopoietic disorders induced by *TET2* mutation and inhibition of STING represents a potential therapeutic strategy to block the production of inflammatory cytokines and mitigate the development of CH driven by *TET2* mutations (Fig. 6).

**Fig. 6:**
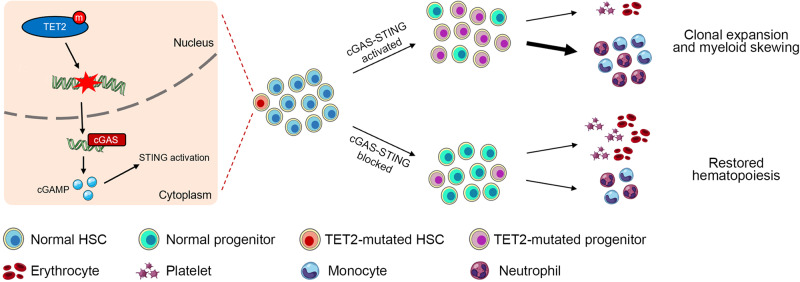
Working model for the activation of STING in mediating TET2 deficiency-associated CH. Cartoon summarizing our findings: HSPCs with mutated *TET2* accumulate DNA damage, which in turn activates the cGAS-STING pathway leading to the production of inflammatory cytokines. This promotes clonal expansion and myeloid differentiation skewing of the mutant HSPCs. Blocking the cGAS-STING pathway suppresses the increased self-renewal and skewed differentiation potential of the mutant HSPCs, and thus restores normal hematopoiesis.

Chronic low-grade inflammation promotes myeloid differentiation and leukemogenesis in *Tet2*-deficient mice [17, 36]. Using microbial infection- or LPS injection-induced inflammatory models, several studies have shown that the hematopoietic malignancies driven by *TET2* mutation were effectively prevented by targeting the activated inflammatory pathways [15, 17, 48]. These observations showed that inflammation accelerates myeloid transformation on the basis of *TET2* deficiency. However, the mechanisms by which hematopoietic disorders develop spontaneously in *Tet2* knockout specific pathogen-free mice have remained unclear. Here we show that the damaged DNA from genome instability activates the cGAS-STING pathway and induces a sterile inflammatory reaction in *Tet2*^*−/−*^ HSPCs, which in turn fosters an inflammatory environment and promotes the dysregulated hematopoiesis. This indicates that the development of CH and leukemic transformation of TET2-mutated HSPCs can be promoted not only by an acute inflammatory response triggered by external stimuli, but also by chronic inflammation induced by internal stimuli in mutated HSPCs. Recently, a study showed that the activation of the cGAS/STING/NLRP3 axis by cytoplasmic DNA in *Tet2*-deficient hematopoietic stem/progenitor cell line promotes myelodysplastic neoplasms development [49]. Taking account their findings and our own, inhibiting STING at either early or pathological stage has the potential to effectively suppress the aberrant hematopoiesis induced by TET2 mutations. Similar to TET2, another DNA modification enzyme, DNA methyltransferase 3 Alpha (DNMT3A), which frequently mutates in hematopoietic malignancies, is also considered a driver mutation of CH. Recent work indicates that inflammatory signals promote the development of *Dnmt3a* mutation-associated CH [50], and the phenotypes are similar as those in *Tet2* mutant CH. In macrophages, loss of function of DNMT3A or TET2 both induces type I interferon and other inflammatory signals through mitochondria DNA-activated cGAS-STING pathway [51]. In our AML patient samples, two of them harbor DNMT3A mutations, but they did not show any response to H-151 treatment. However, one of the mutations is a synonymous mutation, and the other is not a common hot spot mutation observed in AML patients. We hypothesized that these mutations may not directly impact the catalytic activity of DNMT3A. It would be interesting to investigate whether the cGAS-STING pathway is activated in hematopoietic disorders associated with loss-of-function mutations in DNMT3A, such as the R882H mutation, as well as in other hematopoietic malignancies characterized by genome instabilities. Moreover, exploring the effect of targeting the cGAS-STING pathway to prevent the development of these diseases are of potential clinical relevance.

The cGAS-STING pathway has emerged as a crucial pathway in cancer immunology. Recent studies report that activation of the cGAS-STING pathway can be used to enhance antitumor immunotherapy [52, 53], in part due to the induction of type I interferons which enhance the recognition of tumor cells and the killing efficiency of T cells [54]. However, activation of the STING pathway also enhances the IL-6-dependent survival of chromosomally unstable breast cancer cells, suggesting a pro-tumorigenic effect of cGAS-STING signaling [55]. Therefore, the effect of an activated cGAS-STING pathway can be ambiguous. Previous studies have shown that activating STING can induce apoptosis in lymphocytes and monocytes [56–58]. These studies employed either cGAMP, 10-carboxymethyl-9-acridanone, or 5,6-dimethylxanthenone-4-acetic acid as agonizts to induce a potent activation of the cGAS/STING pathway in cells (more than 20-fold increase), resulting in acute and pronounced inflammatory responses both in vitro and in vivo. In our study, *Tet2* deficiency-induced DNA damage leads to a chronic and mild activation of the cGAS/STING pathway and inflammatory response (about 3 folds). Furthermore, it has been proposed that chronic inflammatory responses are associated with cellular mutations and increased proliferation [59]. These observations suggest that the extent and duration of the inflammatory response induced may play a pivotal role in determining the diverse outcomes of STING activation in cells.

In summary, our study uncovers an unexpected role of STING in CH mediated by TET2 deficiency and demonstrates that targeting STING can effectively restore the normal hematopoiesis in *TET2*-mutated mice. These findings provide new insights into the development of CH and an exciting new opportunity to develop therapeutic strategies to delay or stop this process.

### Supplementary information

Supplementary Figure legends and addtional methods

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Dataset1

Dataset2

## Data Availability

The data supporting the findings of this study are provided within the article. Raw RNA sequencing data have been deposited in the GEO database under accession number GSE232384. Additional information related to this research is available upon request from the corresponding author.

# Supplementary material for: STING activation in TET2-mutated hematopoietic stem/progenitor cells contributes to the increased self-renewal and neoplastic transformation
**Source:** Leukemia. 2023 Oct 10;37(12):2457–67. doi: 10.1038/s41375-023-02055-z
**Supplement:** Supplementary file 1 — Supplementary Figure legends and addtional methods

Manuscripts: Jiaying Xie et al.

**STING activation in TET2-mutated hematopoietic stem/progenitor cells contributes to the increased self-renewal and neoplastic transformation**

**Supplemental information:**

Supplemental figures and additional methods are provided in supplemental data.

**Supplemental figures**

**Supplementary figure 1. Activated innate immunity pathway and increased DNA damage in hematopoietic stem cells of *Tet2*^-/-^ mouse.**

(A) Schematic of Cre-mediated *Tet2* gene conditional knockout. Coding exons are shown as filled boxes. LoxP sites are shown as yellow triangles and genotyping primers as arrows. The positions of the catalytic active site of TET2 are marked by a star. Panel to the right shows the genotyping primers and the result of Cre-mediated *Tet2* deletion.

(B) Gating strategy used for sorting hematopoietic stem cells and oligopotent progenitor cells from bone marrows. LT-HSC, Lin^-^cKit^+^Sca1^+^CD48^-^CD150^+^; ST-HSC, Lin^-^cKit^+^Sca1^+^CD48^-^CD150^-^; CMP, Lin^-^cKit^+^Sca1^-^CD34^int/+^CD16/32^int^; GMP, Lin^-^cKit^+^Sca1^-^CD34^+^CD16/32^high^; MEP, Lin^-^cKit^+^Sca1^-^CD34^-^CD16/32^low^; CLP, Lin^-^cKit^+^Sca1^int^ CD127^+^

(C) Enrichment analysis of differentially expressed genes of upregulated pathways in *Tet2^-/-^* hematopoietic progenitor cells. 

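Of the progenitors labelled *Tet2*-/-, CMPs had 105 genes called higher and 629 lower than WT (16047 tested; 303 and 991 without adjustment), with every WT library at the floor for 15 of the higher ones. GMPs had 51 and 674 (16563 tested; 228 and 945), MEPs 22 and 629 (14934 tested; 112 and 974) and CLPs 1 and 0 (13060 tested; 174 and 215). Groups did not overlap at 15.7% of genes in CMPs, 13.0% in GMPs, 12.95% in MEPs and 3.88% in CLPs. Chance gives 2.86% for 4 against 4 libraries. DESeq2 at an unadjusted p of 0.05 and 2-fold gave 620 higher and 1279 lower in CMPs, 454 and 1160 in GMPs, 344 and 1278 in MEPs and 880 and 560 in CLPs. The 1 gene called in CLPs was the Rps3a1 copy Rps3a3, and without WT replicate 2, 3 or 5 no gene was called. In counts simulated at the CMP sizes, edgeR called 111 of 189 genes changed 4-fold (58.7%) with 6 false calls.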

There were 698, 545, 336 and 767 upregulated genes in *Tet2^-/-^* CMP, GMP, MEP and CLP cells, respectively, compared to WT cells. DEGs were submitted to DAVID 6.7 (https://david.ncifcrf.gov) for gene ontology (GO) enrichment analyses (*n* = 4 mice, *P* < 0.05) (see also Fig.1).

(D) Heatmap showing upregulated innate immunity- and inflammation-related genes in *Tet2^-/-^* LT-HSCs. The genes with log_2_(fold change) > 1 and *P* < 0.05 are shown (*n* = 4 mice).

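Of the 16 genes named in Fig. 1B, 11 had a log2 fold change of at least 1 in LT-HSCs labelled *Tet2*-/- and 7 of these an unadjusted edgeR p under 0.05. DESeq2 put 10 past both limits, and 3 past 2-fold and an adjusted p of 0.05: Ifit3, Irgm1 and Trim21. Log2 fold changes of the others ran from 0.65 in Irf3, 0.68 in Ifi47, 0.79 in Gbp2 and 0.87 in Dhx58 to 1.31 in Il4ra, 1.62 in Oas1b, 2.19 in Gbp5 and 2.91 in Themis2.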

(E) The pathways that were downregulated in the transcriptome analysis due to the loss of *Tet2* in LT-HSCs have been illustrated using plot diagrams The data from the GO analysis was shown on the left, while the KEGG analysis was shown on the right (n = 4 mice).

(F) Alkaline comet assay showing increased damaged DNA in *Tet2*^-/-^ LSK cells. Quantifications of cells with tails and tail moment are shown at bottom. (*n* = 3 mice, statistical significance was assessed by t-test, data are mean ± s.e.m., ****P* < 0.005)

(G) Heatmap showing the differential expression of DNA damage response-related genes in *Tet2^-/-^* LT-HSCs. Up- or down-regulation are defined as mean log_2_(fold change) > 1 and *P* < 0.05 (*n* = 4 mice).

**Supplementary figure 2. The STING-mediated innate immunity pathway is activated in *Tet2^-/-^* hematopoietic cells.­­**

(A) Western blot showing the upregulation of *Sting* in *Tet2^-/-^* BM-MNCs. MAVS and Tubulin were used for normalization.

(B) Phosphorylation of STING and TBK1 in *Tet2^-/-^* BM-MNCs was detected by Western blot. Tubulin was used for normalization.

(C) Upregulation of *Ifnβ* and *Il-6* in *Tet2^-/-^* LSK cells. The mRNA levels of *Ifnβ* and *Il-6* are quantified by qRT-PCR (n = 3 mice)

(D) *Sting* is required for type I interferon production in *Tet2^-/-^* LSK cells. The mRNA levels of *Sting*, *Mavs* and *Ifnβ* were quantified by qRT-PCR (n = 3 mice).

(E) Mass chromatograms displaying quantification of intracellular cGAMP (upper panel) in *Tet2*-deficient BM-MNCs. ^13^C_10_^15^N_5_-labeled cGAMP was spiked in the LC-MS samples as an internal standard (bottom panel) and the cGAMP peak is highlighted in yellow (n = 5 mice).

Statistical significance was assessed by t-test (C, D), data are mean ± s.e.m., ***P* < 0.01, ****P* < 0.005, “ns”: not significant.

**Supplementary figure 3. STING inhibitor C-178 inhibits the replating capacity of *Tet2*^-/-^ LSK cells specifically.**

(A) Reduction in the serial replating potential of *Tet2^-/-^* LSK cells cultured in the presence of C-178 (5μM). The addition of IFNβ treatment (0.2 U/ml) restored the replating ability of *Tet2^-/-^* LSK cells treated with C-178 (*n* = 3 mice).

(B) The serial repopulation capacity of LSK cells derived from *Tet2^-/-,Vav^* mice is inhibited by C-178 (n = 3 mice).

(C) C-178 treatment does not reduce the replating ability of MLL-AF9- or Nup98-Hox13 (NHD13)-transformed LSK cells (n = 3 independent experiments). Colony formation assay was performed with LSK cells derived from AML mouse models harboring the fusion oncoproteins of MLL-AF9 (left) or Nup98-Hox13 (right).

(D) Western blot showing the phosphorylation of H2AX in *Tet2^-/-^* cKit^+^ cells. H2AX and Tubulin were used as normalization

(E) Upregulation of *Ifnβ* and *Il-6* in *Tet2^-/-^* cKit^+^ cells. The mRNA levels of *Ifnβ* and *Il-6* were quantified by qRT-PCR (n = 3 mice).

Statistical significance was assessed by t-test (A-E). Data are mean ± s.e.m., ***P* < 0.01, ****P* < 0.005, “ns”: not significant.

**Supplementary figure 4. *Sting* deletion attenuates increased growth advantage and myeloid-skewed differentiation induced by *Tet2* deficiency.**

(A) Western analysis of STING expression in the BM cKit^+^ cells with indicated genotypes. Tubulin was used for normalization.

(B) *Sting* deletion mitigates the upregulation of *Ifnβ* and *Il-6* in *Tet2^-/-^* cKit^+^ cells. The mRNA levels of *Ifnβ* and *Il-6* were quantified by qRT-PCR (n = 3 mice).

(C) *Sting* deletion reduces the growth rate of *Tet2^-/-^* hematopoietic progenitor cells. cKit+ cells were isolated from BM cells of 16-week-old mice and cultured in SFEM medium supplemented with SCF (100 ng/ml), IL-3 (10 ng/ml) and IL-6 (10 ng/ml). Cell viability was measured by CCK8 assay (n = 3 mice, biological replicates).

(D) Reduction in the replating potential of isolated *Tet2^-/-^* LSK cells when lacking *Sting*. IFNβ treatment (0.2 U/ml) restored the replating ability of *Tet2;Sting^DKO^* LSK cells (*n* = 3 experiments, each group with 1 mouse/experiment).

(E) *Sting* deletion attenuates *Tet2-*deficiency induced myeloid-skewed differentiation in the peripheral blood (PB). CD4^+^ or CD8^+^ T cells represent differentiation of lymphocytes (n = 5 mice).

(F) *Sting* deletion restores normal erythropoiesis of *Tet2^-/-^* mice (n = 5 mice). The proportion of Ter119^+^ erythrocytes was analyzed by FACS.

(G) The antibody labeling and gating strategy used to identify MPP2/3/4, ST- and LT-HSC in the bone marrow cells.

(H) Upregulated pathways in *Tet2*-deficient LT-HSCs compared to DKO LT-HSCs. GO analysis is shown on the left, while KEGG analysis is shown on the right (n = 3)

(I) Downregulated pathways in *Tet2*-deficient LT-HSCs compared to DKO LT-HSCs. GO analysis is shown on the left, while KEGG analysis is shown on the right (n = 3)

(J) The genotypes of the donor mice used in non-competitive, serial, and competitive transplantation were confirmed by PCR analysis. 1 million CD45.2^+^ donor cells were sorted from total bone marrow of recipient mice by FACS, and the genomic DNA was extracted for genotyping.

All mice (E-F) were analyzed between 40 to 44 weeks of age. Statistical significance was assessed by t-test (B-F). Data are mean ± s.e.m., **P* < 0.05, ***P* < 0.01, ****P* < 0.005, “ns”: not significant.

**Supplementary figure 5. Targeting STING abrogates *Tet2* deficiency-induced clonal hematopoiesis in competitive BMT assays.**

(A) Schematic of cBMT assays.

(B) *Sting* (blue line) deletion reduces the competitive advantage of *Tet2^-/-^* donor cells (red line) in cBMT assay (2 donors and 10 recipients for each genotype).

(C) *Sting* deletion decreases the elevated population of myeloid cells in the peripheral blood of *Tet2*-deficient donors.

(D) Bar graphs showing the populations of myeloid cells, LSK cells, and LT-HSCs in the BM of cBMT recipient mice analyzed by FACS.

(E) STING inhibitor C-176 abrogates the competitive advantage of *Tet2^-/-,Vav^* donor cells in a cBMT assay (1 donor and 8 recipients). Mice were treated with C-176 or DMSO by i.p. every 3 days and engraftment of donor cells (CD45.2) was analyzed every 4 weeks by FACS.

(F) Bar graphs showing the populations of LSK cells, and LT-HSCs in the BM of recipient mice with C-176 treatment analyzed by FACS.

(G) C-176 treatment promotes erythropoiesis and inhibits skewed myelopoiesis of *Tet2^-/-,Vav^* donor BM cells in cBMT assays (1 donor and 8 recipients). Mice were treated with DMSO or C-176 by i.p. every 3 days and sacrificed after 8 weeks of inhibitor treatment. The erythropoiesis and myelopoiesis of recipients were analyzed by FACS.

Statistical significance was assessed with two-way ANOVA (B, E) or t-test (C, D, F, G). Data are mean ± s.e.m., **P* < 0.05; ***P* < 0.01; ****P* < 0.005; “ns”: not significant.

**Supplementary figure 6. cGAS-STING pathway is activated in TET2-knockdown human HSCs**

(A) *TET2* and *IFNβ* expression in TET2-knockdown CD34^+^ cells quantified by qRT-PCR (2 different shRNA constructs, 3 biological replicates). CD34^+^ cells were isolated from cord blood and transduced with sh*TET2* or sh*Ctrl* lentivirus. The expression levels of *TET2* and *IFNβ* were analyzed 72h post transduction.

(B) The number of micronuclei in binucleated cells is increased in TET2-knockdown CD34^+^ cells. To ensure that cells only underwent one division, CD34^+^ cells were treated with Cytochalasin B. The left panel shows binucleated cells with and without micronuclei, and the quantification is shown on the right (n = 3 biological replicates).

(C) Immunofluorescence showing cGAS (red signals) colocalizing with micronucleus in TET2-knockdown CD34^+^ cells. The arrow points to the micronucleus (Scale bar, 20 μm).

Statistical significance was assessed by t-test (A, B). Data are mean ± s.e.m. **P* < 0.05.

**Supplementary figure 7. Activated cGAS-STING pathway mediates skewed myeloid differentiation of TET2-knockdown human HSCs in vitro.**

(A) STING depletion reduces the expression of *IFNβ* in TET2-knockdown CD34^+^ cells. The mRNA levels of *TET2*, *STING,* and *IFNβ* were quantified by qRT-PCR (2 different shRNA constructs for each gene, n = 3 biological replicates).

(B) STING depletion attenuates myeloid colony formation and restores erythroid colony formation of TET2-ablated CD34^+^ cells (1 shRNA construct for TET2 and 2 different shRNA constructs for STING, n = 3 biological replicates).

Statistical significance was assessed by t-test (A, B). Data are mean ± s.e.m. **P* < 0.05; “ns”: not significant.

**Supplementary figure 8. STING inhibition ameliorates the leukemogenesis of TET2-mutated mononuclear cells in AML patients-derived xenograft models.**

(A) AML patient information.

(B) *TET2* expression is downregulated in TET2-mutated AML patient cells and corelated with the upregulation of inflammatory cytokines *IFNβ* and *IL6*. The mRNA levels of *TET2, IFNβ* and *IL6* were quantified by qRT-PCR (n = 3 biological replicates).

(C) STING inhibitor H-151 has no effect on the engraftment of TET2-WT patient AML cells in the transplantation assay. Recipient-mice were treated with DMSO or H-151 through i.p. every 3 days and the percentages of human CD45^+^ cells in the peripheral blood were analyzed 14 weeks after transplantation (n = 3 mice).

(D) H-151 reduces the expansion of TET2-mutated patient AML cells in the peripheral blood of B-NDG mice (n = 3 mice). Mice were treated with DMSO or H-151 through i.p. every 3 days and the engraftments of human CD45^+^ cells in the peripheral blood were analyzed by FACS every 6 weeks. All three recipient mice of P7 died at week 7.

Statistical significance was assessed with two-way ANOVA (B) and t-test (C, D). Data are mean ± s.e.m. **P* < 0.05, ***P* < 0.01, ****P* < 0.005. “ns”: not significant.

**Supplementary methods**

**Lentivirus preparation**

All shRNAs were expressed in pLKO.1-copGFP or pLKO.1-BFP lentivirus with the target sequences as follows, human *STING*-1 (GCATCAAGGATCGGGTTTACA), *STING*-2 (GGATCGGGTTTACAGCAAC), *TET2*-1 (CCATCACAATTGCTTCTTT), *TET2*-2 (ACACCCTCTCAAGATTGTTTA); mouse *Sting* (GCATCAAGAATCGGGTTTATT), mouse *Mavs* (CCAGTGCTGATCTATTAGGAA), A pLKO.1 scramble control plasmid containing the following target sequence was used: CCTAAGGTTAAGTCGCCCTCG^1^. Lentiviral production was performed as previously described^2^.

**Colony formation assay**

Lineage^-^cKit^+^Sca1^+^ (LSK) cells were isolated from the BM cells of transgenic mice and plated into a 24-well plate with methylcellulose medium (M3434; StemCell Technologies) at300 cells per well. Colony forming units were replated (1000 cells per well) every 7 days and colonies were scored at day 7 post-plating. To test the effect of C-178 and IFNβ, LSK cells were cultured in the presence of 0.5 μM C-178 and/or 0.2 unit/ml IFNβ. Human cord blood CD34^+^ cells isolated through FACS were plated in methylcellulose medium (H4434, StemCell Technologies) at 600 cells per well and colonies were scored two weeks after plating. Mononuclear cell (MNC) fractions were obtained from BM of patients with AML by density gradient centrifugation using Ficoll-Paque Plus (GE Healthcare). MNCs were plated into methylcellulose medium (H4434, StemCell Technologies) at 1 × 10^4^ cells per well in the presence of DMSO or 1 μM H-151. Plates were incubated at 37 °C at 5% CO_2_, and colonies were counted two weeks after plating.

**HSC** **limiting dilution assay**

Bone marrow cells were collected from mice of different genotypes (CD45.2) and diluted to a concentration of 1×10^5^, 3×10^4^, 1.5×10^4^, 6×10^3^, and 3×10^3^. These cells were mixed with 3×10^5^ bone marrow cells from B6.SJL mice (CD45.1) and injected into lethally irradiated (9.5Gy) recipient mice (CD45.1) aged 8-10 weeks. For the first two doses of cell mixtures, each dose contains three recipients, while for the other doses, each dose contains six recipients. The populations of CD45.2^+^ cells were measured every four weeks after transplantation. Sixteen weeks after transplantation, the reconstitution efficiency (CD45.2^+^ > 1%) of each donor mouse genotype was calculated using L-Calc (StemCell) software.

**Transduction of human cord blood CD34^+^ cells and mouse cKit^+^ cells**

Human cord blood CD34^+^ cells were enriched using a magnetic bead sorting system according to the manufacturer’s instructions (Miltenyi Biotec, Bergisch Gladbach, Germany). For the initial expansion, cord blood CD34^+^ cells were cultivated in StemSpan SFEM (09650, StemCell Technologies) supplemented with 100 ng/ml human stem cell factor (SCF), 50 ng/ml Fms-like tyrosine kinase 3 ligand (Flt-3L) and 50 ng/ml thrombopoietin (TPO) for 1 day. The pre-stimulated CD34^+^ cells were infected with lentivirus carrying shRNA targeting *TET2*, *STING* or a control vector in the presence of polybrene (5 μg/ml, Sigma). The positive cells were sorted on the flow cytometer (FACS Aria III, BD Biosciences, San Jose, CA) 72 hours post-infection. For colony-forming assays, the sorted GFP^+^BFP^+^ cells were cultured in methylcellulose medium (H4434, StemCell Technologies) supplemented with 10% IMDM (Sigma) basic culture medium for 14 days.

Mouse BM LSK cells harvested from transgenic mice were cultured overnight in StemSpan SFEM supplemented with mouse recombinant SCF (100 ng/ml), IL-6 (10 ng/ml) and IL-3 (10ng/ml). The next day, cells were infected with lentivirus carrying shRNA targeting *Sting, Mavs* or an empty vector control in the presence of polybrene (5 μg/ml, Sigma) and centrifuged at 1000g, 32℃ for 1 hour. The spin infection was repeated the next day. Forty-eight hours after transduction, the GFP positive cells were sorted, and 1 × 10^5^ cells were lysed to determine the knockdown efficiency and cytokine expression.

**Flow cytometric analysis and cell sorting**

Single-cell suspensions from BM and PB were stained with fluorochrome-conjugated antibodies. For lineage stratification, cells from PB and BM were stained with FITC-Gr1, PE-cy7-Mac1, FITC-CD4, PE-cy7-CD8, PE-Ter119 and APC-CD71 for 30min at 4°C. For MPP2/3/4 cells, LT-HSCs and ST-HSCs, BM cells were stained with FITC-conjugated lineage cocktail (B220, CD4, CD5, CD8, Gr1 and Ter119), Percp-cy5.5-Sca1, BV421-cKit, PE-CD150, APC-cy7-CD48, APC-Flk2. LT-HSC were immunophenotypically defined as Lin^-^cKit^+^Sca1^+^CD48^-^CD150^+^, ST-HSCs as Lin^-^cKit^+^Sca1^+^CD48^-^CD150^-^, MPP2 as Lin^-^cKit^+^Sca1^+^Flk^-^CD48^+^CD150^+^, MPP3 as Lin^-^cKit^+^Sca1^+^Flk^-^CD48^+^CD150^-^, MPP4 as Lin^-^cKit^+^Sca1^+^Flk^+^CD48^+^CD150^-^. For committed progenitor cells, granulocyte-monocyte progenitors (GMP) were immunophenotypically defined as Lin^-^cKit^+^ Sca1^-^CD34^+^CD16/32^high^, common myeloid progenitors (CMP) as Lin^-^cKit^+^Sca1^-^CD34^int/+^CD16/32^int^, megakaryocyte-erythrocyte progenitors (MEP) as Lin^-^cKit^+^Sca1^-^CD34^-^CD16/32^low^) and common lymphoid progenitors (CLP) as lin^-^cKit^+^Sca1^int^ CD127^+^. The analyses and sorting were performed using a BD FACScanto II cytometer or a BD FACSAria™ III cell sorter. All data were analyzed using FlowJo software, version 10.

**Immunofluorescence assay**

FACS-sorted mice hematopoietic cells and human cord blood CD34^+^ cells were concentrated using a cytospins for immunofluorescence analysis. Immunofluorescence was performed as previously described^5^. The following primary antibodies were applied: anti-phospho-H2AX (Ser139) (Millipore, 05-636), anti-cGAS (CST 79978). Images were acquired using a Leica TCS SP8 confocal laser microscopy system.

**PCR and Real-time quantitative PCR**

PCR Genotyping primers were as follows: *Tet2*: 5’-ACTCATTAGTGAAATATGTGAGTG-3’, 5’-CTGCTTAGTTCAATGCCAACC-3’, 5’-ACACAGAGAAAAGGGTACGTGAA-3’. Wild-type band = 447 bp, floxed band = 536 bp, knockout band = 617 bp. *Sting*: 5’-TGCTGTAGGATGCTATGTGC-3’, 5’-ACAGAGGGTTACCTGGACTG-3’ and confirmed by PCR product sequencing.

Total RNA was extracted with TRIzol Reagent (Invitrogen, Thermo Fisher Scientific), and cDNA was synthesized using HyperScript III 1st Strand cDNA Synthesis Kit with gDNA Remover (EnzyArtisan, R201) according to the manufacturer’s instructions. Real-time quantitative PCR was performed with S6 Universal SYBR qPCR Mix (EnzyArtisan, Q204) on a LightCycler 480 II (Roche Applied Science). Expression of genes of interest were normalized to the housekeeping gene *Actb* or *GAPDH* using the 2–ΔΔCt method. qPCR primers were as follows, mouse *Ifnβ*: 5‘-CCCTATGGAGATGACGGAGA-3’, 5’-CTGTCTGCTGGTGGAGTTCA-3’. Mouse *Il-6*: 5’-TCCATCCAGTTGCCTTCTTG-3’, 5’-GGTCTGTTGGGAGTGGTATC-3’. Mouse *Actb*: 5’-TGACGTTGACATCCGTAAAGACC-3’, 5’-AAGGGTGTAAAACGCAGCTCA-3’. Mouse *Sting*: 5’-GTCTAGGAAGCAGAAGATGCCA-3’, 5’- GAGGACCAGAAGGCCAAACA-3’. Mouse *Mavs*: 5’-CTGCCTCACAGCTAGTGACC-3’, CCGGCGCTGGAGATTATTG. Human *TET2*: 5’-GGAAAGCTTTTCAGCTGCAGC-3’, 5’-CTTGCACAACATGCAGAATGGCAGC-3’. Human *GAPDH*: 5’-AGAAGGCTGGGGCTCATTTG-3’, 5’-AGGGGCCATCCACAGTCTTC-3’. Human *IFNβ*: 5’- CAGCAGTTCCAGAAGGAGGA-3’, 5’-AGCCAGGAGGTTCTCAACAA-3’. Human *STING*: 5’-CCTTGGTTCTGCTGAGTGCC-3’, 5’-CCGGTACCTGGAGTGGATGT-3’.

**RNA-seq library preparation**

About 300 hematopoietic cells per group were sorted directly into Smart-seq2 lysis buffer by FACS. Sorted cells were lysed and the reverse-transcribed RNA was amplified to obtain enough cDNA by a modified SMART-Seq2 protocol^3,4^. cDNA was quantified by Qubit 3 (Invitrogen, Q33327), and 5 ng cDNA was used for cDNA library construction with TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, Cat. TD502).

**RNA-seq data analysis**

The raw pair-end RNA-seq FASTQ data were trimmed to remove low-quality bases and adaptor sequences by Trim Galore (v0.5.0) with default settings. Then, the clean RNA-seq FASTQ data were mapped to mouse reference genome mm10 using Hisat2 (v2.1.0) with default parameters. Differentially expressed gene (DEG) analysis was performed by using DESeq2 R package with the raw count. 

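With DESeq2 and the limits of an adjusted p of 0.05 and 2-fold, genes higher and lower in the libraries labelled *Tet2*-/- numbered 153 and 80 in LT-HSCs and 199 and 133 in ST-HSCs. There were 319 and 915 in CMPs, 180 and 891 in GMPs, 116 and 929 in MEPs, and 295 and 177 in CLPs. Between labels *Tet2*-/- and *Tet2*;*Sting* DKO it gave 3029 higher and 1131 lower in *Tet2*-/-. In the simulated counts of that comparison it called 34 of 184 genes changed 4-fold (18.5%) with 151 false calls.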

Only genes with adjusted P value less than 0.05 and at least 2-fold-change were considered to be differentially expressed. DEGs were submitted to DAVID 6.7 (https://david.ncifcrf.gov) for gene ontology (GO) and KEGG pathway enrichment analyses.

**Western Blot Analysis**

Equal numbers of cells from each population were isolated with FACS or LS column (Miltenyi Biotec. Cat. No. 130-042-401). Cells were collected and resuspended in lysis buffer containing Tris 8.0 20mM, NaCl 150mM, Triton X-100 0.5%, protease inhibitor cocktail (Roche). Lysates were subjected to ultrasonication for 5 min to disrupt the genomic DNA and then mixed with SDS loading buffer. Blots were developed with ECL detection reagent (180-5001, Tanon) and imaged on a CCD imager (GE Healthcare).

**Human subjects**

Diagnostic bone marrow was obtained from patients with AML treated at the Huashan Hospital of Fudan University. All cells were collected after obtaining informed consent from AML patients and the study followed the ethical guidelines of Huashan Hospital of Fudan University. Human CD34^+^ cells were isolated from cord blood of healthy donors after obtaining informed consent.

**Patient-derived xenografts**

3 × 10^6^ mononuclear cells (MNCs) from AML patients were transplanted into sub-lethally irradiated (1.8Gy) B-NDG mice. When the average engraftment of hCD45 cells in PB reached 1%, mice were treated with either DMSO (corn oil) or 2 μmol/body H-151 every other day for 30 days. %hCD45 engraftment in PB was analyzed after 5 doses, and mice were sacrificed at day 30 to assess the leukemia burden in BM.

**Generation of ^13^C_10_^15^N_5_-labeled cGAMP**

Recombinant His-SUMO-cGAS (human) was expressed and purified in *E. coli* strain Rosetta (DE3) as previously described^5^. For ^13^C_10_^15^N_5_-labeled cGAMP in vitro synthesis, 100 μg of His-SUMO-cGAS protein was mixed with Buffer R (20 mM HEPES, pH 7.2, 5 mM MgCl_2_, 1 mM ATP-^13^C_10_,^15^N_5_, 1 mM GTP, and 0.1 mM EGTA) in the presence of 0.1 mg/ml HT-DNA. The mixture was incubated at 37°C for 1 hour, then heated at 95°C for 5 min, centrifuged at 10000g, 4℃, for 10 min. The ^13^C_10_^15^N_5_-labeled cGAMP was in the heat-resistant supernatant and was used as an internal standard for the quantification of cellular cGAMP.

**Extraction of endogenous cGAMP in BM-MNCs**

Total BM-MNCs (1 mouse) were collected and washed twice with cold PBS, resuspended in cold 80% (vol/vol) methanol with 2% (vol/vol) acetic acid (HAc), and stored at −80 °C. On the day of analysis, 50 fmol ^13^C_10_^15^N_5_-labeled cGAMP (+15 atomic mass units) was added into the BM cells as internal standard. Cells were homogenized for 20 s and centrifugated at 12000g for 10 min. The pellets were extracted in 20% (vol/vol) methanol and 2% HAc, and all supernatants were pooled. The supernatants were then loaded onto HyperSep Aminopropyl SPE Columns (Thermo Scientific) to remove impurities and enrich cGAMP. Briefly, the columns were washed sequentially with 1 ml methanol and 500 μl 2% HAc for two times; then, all supernatants were loaded onto SPE columns (about 1ml); after drawing through the extracts, columns were washed twice with 500μl 2% HAc and once with 500μl 80% methanol; cGAMP enrichments were eluted with 4% (vol/vol) ammonium hydroxide in 80% methanol. The eluents were spin-vacuumed to dry and reconstituted in 40% acetonitrile: 40% methanol: 20% H_2_O (vol/vol). The eluents were cleared by centrifugation and transferred to autosampler vials for MS analyses.

**Quantification of cGAMP with LC-MS**

The LC-MS/MS analysis was performed on an Agilent 1290 Infinity Ⅱ LC System equipped with a ACQUITY UPLC BEH Amide column (1.7 µm, 2.1 × 150 mm; Waters) coupled by ESI to a QTRAP 6500^+^ (AB Sciex). The column was maintained at 35°C and eluents were injected at a constant flow rate of 300 µl/min. The binary mobile phase was composed of 0.125% formic acid in 50/50 (vol/vol) acetonitrile/water (A) and 90/10 (vol/vol) acetonitrile/water (B), and samples were flowed through the following gradient: 0 min, 99% B; 3 min, 99% B; 5 min, 50% B; 5.5 min, 35% B; 10.5 min, 30% B; 11 min, 5% B; 14.5min, 5% B; 15 min, 99% B, and 20 min, 99% B. The mass spectrometer was operated in the positive ion mode with the following settings: ion spray voltage: +5500 V, declustering potential: 85 V, entrance potential: 10 V, collision energy: 32 V, source temperature: 550°C, and curtain, ion source gas at 35, 55. cGAMP and the ^13^C_10_^15^N_5_-labeled cGAMP were detected in multiple reaction monitoring (MRM) mode for four mass transitions, respectively (cGAMP: 675-136, 675-152, 675-476, and 675-524; and the ^13^C_10_^15^N_5_-labeled cGAMP: 691-146, 691-152, 691-491, and 691-539). Peak identities were verified by the analysis of commercial cGAMP and ^13^C_10_^15^N_5_-labeled cGAMP spike-in and selected areas were integrated with the Sciex OS software 2.0. Relative abundance of endogenous cGAMP was calculated based on the difference of peak aeras between the control and *Tet2*-deficient groups using a calibration curve, and was normalized to internal standard.

**Comet assay**

Mouse BM LSK cells were collected and resuspended in phosphate-buffered saline (PBS) at 1 × 10^5^ cells per ml. The comet assay was performed according to the manufacturer’s instructions (4250-050-K; Trevigen, Gaithersburg, Maryland). DNA damage was measured by tail moments using comet-score software.

**Statistical analysis**

Data are shown as mean ± s.e.m. To assess the statistical significance, we used unpaired Student’s t-tests for comparison between two groups and two-way (more than two genotypes) ANOVA for multiple groups. Survival curves were compared using Mantel-Cox log-rank test. All statistical tests were performed using GraphPad Prism software.

**Supplementary References**

1 Sarbassov, D. D., Guertin, D. A., Ali, S. M. & Sabatini, D. M. Phosphorylation and Regulation of Akt/PKB by the Rictor-mTOR Complex. **307**, 1098-1101, doi:doi:10.1126/science.1106148 (2005).

2 Ran, F. A. *et al.* Genome engineering using the CRISPR-Cas9 system. *Nature Protocols* **8**, 2281-2308, doi:10.1038/nprot.2013.143 (2013).

3 Ramsköld, D. *et al.* Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells. *Nature Biotechnology* **30**, 777-782, doi:10.1038/nbt.2282 (2012).

4 Xu, Q. *et al.* Loss of TET reprograms Wnt signaling through impaired demethylation to promote lung cancer development. **119**, e2107599119, doi:doi:10.1073/pnas.2107599119 (2022).

5 Sun, L., Wu, J., Du, F., Chen, X. & Chen, Z. J. Cyclic GMP-AMP Synthase Is a Cytosolic DNA Sensor That Activates the Type I Interferon Pathway. *Science* **339**, 786-791, doi:doi:10.1126/science.1232458 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

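The data are counts of reads per gene from 55 bulk RNA-seq libraries of sorted mouse bone marrow cells in 2 tables. The first table has 46 libraries of 6 populations from WT and *Tet2*-/- mice, 4 per genotype and population except 3 WT LT-HSC and 3 WT ST-HSC libraries. The second has 9 LT-HSC libraries, 3 each of WT, *Sting*-/- and *Tet2*;*Sting* DKO mice. The authors sorted about 300 cells per group (the sample labels give 200), amplified the RNA by a modified SMART-Seq2 protocol, trimmed the reads with Trim Galore v0.5.0 and mapped them to mm10 with Hisat2 v2.1.0. The deposited values are whole-number raw counts, not normalized; the counting program and annotation are not stated in the methods, the labels or the tables, though the second table is laid out as featureCounts writes it. The authors then called genes with DESeq2 and ran DAVID 6.7 on the lists.

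The first table has 55421 genes by Ensembl ID and symbol and the second 35974 by symbol; 2 broken lines of the second were not used. All 55 columns were mapped to samples by name. The libraries labelled *Tet2*-/- are columns of the first table only, while the design had foreseen the 4 genotypes in one table, so the tables were joined: 26756 genes by symbol and 637 by a synonym or mitochondrial name, 27393 in all, with 119 repeated symbols in the first table. The join on identical symbols was tried as well. Coordinates are those of GENCODE vM21 on mm10. Depth ran from 26776142 to 102148079 counts per library with a median of 69168981. A gene with at most 3 counts in every library of a group was taken as at the floor. A fold against such a group is given as a lower bound. No 2 libraries were identical; the highest correlation between libraries was 0.976 in the first set and 0.856 in the second.

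Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM scaling, a quasi-likelihood fit of the 2 groups compared, and calls at a Benjamini-Hochberg adjusted p of 0.05 and at least 2-fold; log2 values use a prior count of 2. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with fry and with the correlation estimated. DESeq2 1.42.0 was the alternative with the authors' tool. Single genes also had a two-sided exact permutation of the libraries between groups, whose smallest p is 0.0286 for 4 against 3 or 4 against 4 libraries and 0.10 for 3 against 3. The calls and the camera tests of lists were repeated over all splits of the libraries into groups of the same sizes, 35 or 10 of them. PCA used variance-stabilized counts and 500 genes. Plots were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

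There were 12 comparisons: *Tet2*-/- against WT in 6 populations; *Tet2*-/- against *Tet2*;*Sting* DKO and against WT of the second set; the 3 pairs within the second set; and WT of the first against WT of the second set. The difference between LT-HSCs and the other 5 populations was tested in one model of the 46 libraries. Lists were those of Fig. 1B and Fig. 2F, responses to interferon-beta and interferon-stimulated genes, DNA damage response, translation, RNA decay, proteasome, small GTPases, splicing, immediate early genes, and markers of erythroid cells, neutrophils, B cells, T and NK cells, macrophages and HSCs. Alternatives set in advance were DESeq2 with and without adjustment, RLE scaling, no low-count filter, all libraries in one fit, unadjusted p values, a replicate block, leaving out each library, other list tests and lists, and for PCA other genes and units. Those added later were a correction for the GC content of the first 200 bases, the join on identical symbols, leaving out genes of the X and Y chromosomes, and taking off the difference between the sets. Thinning of the counts to equal library sizes was used for 1 test of library size.

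The procedure was tested on simulated data with 200 genes changed 4-fold at the means, spread and sizes of 4 of the comparisons; no call went in the wrong direction, and of 100 lists without change 1, 1, 1 and 4 had a camera p under 0.05. edgeR called 0 of 184 changed genes at 3 against 3 libraries and DESeq2 35 of 156 (22.4%) with 196 false calls; for CMPs DESeq2 called 142 of 199 (71.4%) with 49. Genes were named when the paper names them, when they lie in Fig. 1B or Fig. 2F, or when they are the called genes of largest change at a mean of at least 100 CPM; Xist, the Y-linked genes, Rps3a1, Nnt, Rpl34, Fos, Jun, Egr1, Nr4a1 and Gm45104 were chosen after their values were seen. The supplementary datasets of the paper, reads, exons and splicing were not analysed here, and flow cytometry, protein and metabolite data are outside these tables.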

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

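Of the tests in this part, those of Rps3a1, of Nnt, of genes near Tet2, of GC content and library size for the genes shared by CMP, GMP and MEP, and of handling and of the second set for the immediate early list were chosen only after the result was seen. Groups are named by their labels.

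Copies of the ribosomal gene Rps3a1 stood out because they make up most calls in LT-HSCs and ST-HSCs and the paper's text does not name them. Its supplementary datasets were not searched for them. Rps3a2, Rps3a3 and Gm5586 summed to 1966 ± 303 CPM in LT-HSCs labelled *Tet2*-/- and 67.2 ± 7.50 in WT, while Rps3a1 stood at 2741 ± 407 against 4039 ± 286. The copies are annotated as processed pseudogenes, on chromosomes 14, 13 and 7 in this order. Reads moved between copies by a strain variant would lower Rps3a1. They would leave the sum unchanged only if reads matching several copies were counted alike in both labels, which is not known. Rps3a1 was lower in all 6 populations, with log2 ratios from -0.39 in CMPs to -0.61 in GMPs, which goes with moved reads. The log2 ratio of the sum had a median of 0.22 over 6 populations, from 0.13 in GMPs to 0.37 in CMPs. The sum therefore does not decide the question, and a strain variant and a true rise of the copies cannot be told apart. In no population did a library of one label lie within the range of the other (0), which argues against single libraries swapped between the labels. An exchange of whole groups, a swap within a label and the labels of the second set are not tested by this. The values are uncertain because the copies share sequence.

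A second Nnt gene stood out because it was at 79.6 CPM in GMPs labelled *Tet2*-/- and 0 in WT; it was at 40.5 in CMPs and 22.5 in MEPs, while Nnt itself moved by -3.44, -3.36 and -2.62 (log2) in CMPs, GMPs and MEPs. In LT-HSCs 2 of 4 libraries labelled *Tet2*-/- had it, in ST-HSCs none (Nnt itself at 32.8 CPM against 39.5 in WT) and in CLPs 2 of 4, and 1 WT CLP library had it at 46.7 CPM. A strain variant carried by every mouse labelled *Tet2*-/- was excluded, since 7 of 24 libraries held over 10 CPM of Nnt and 0 counts of the second gene. Both genes lie on chromosome 13, from 119335448 to 119408997 and from 119335528 to 119408952, and the sum of both moved by at most -0.49 in any population, so reads shared between the overlapping genes are a candidate explanation. What decides which gene takes the reads of a library was not tested. Single values of either Nnt gene are uncertain.

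Genes moved the same way in at least 4 of 6 populations numbered 40 higher and 148 lower. DNA linked to the targeted Tet2 allele may account for some of them and was neither shown nor excluded: 2 of them lay within 10 Mb of Tet2 where 1.04 are expected (Fisher's exact test p = 0.281), 5 within 20 Mb where 2.09 are expected (p = 0.0586), and on chromosome 3 as a whole 5.32% against 5.02% of other genes (p = 0.866). Rpl34, the nearest, was lower in 6 of 6 populations (median log2 fold change -1.80), and its values are uncertain because it shares sequence with other copies. The other moved gene within 10 Mb was Gbp2b, higher in 4 populations (median log2 fold change 1.01). Ube2d3, and Gbp2 and Gbp5 of the Fig. 1B list, lie in that window too but were not among the moved genes.

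Genes lower in label *Tet2*-/- in each of CMP, GMP and MEP numbered 258 of 13910 tested, where independent chance gives 1.25 and 5 were higher in each. The first 200 bases of their transcripts had a median GC content of 71.3% against 59.5% for other genes. A GC trend was excluded as the whole cause, since 215 (83.3%) stayed lower with an offset for GC, and library size was excluded, since 255 (98.8%) stayed lower with every library of a population thinned to the smallest; in CMPs every library labelled *Tet2*-/- held more counts than every WT library. A property of the libraries that does not go with Tet2 may contribute: the genes also had a median log2 fold change of -1.30 in label *Sting*-/- against WT of the second set, with 196 of 228 lower (p of 0.0296 with the correlation estimated, 0.00631 by fry). In WT of the first against WT of the second set, without a change of label, it was -0.88 (169 of 238 lower; p of 0.0888 with the correlation estimated, 0.0311 by fry). Where the Tet2 label changed within the second set, the genes fell as well, as a Tet2 effect would also give. The median was -0.96 for *Tet2*;*Sting* DKO against *Sting*-/- (144 of 198 lower, p of 0.00569 with the correlation estimated, 0.000298 by fry). It was -2.42 against WT (200 of 224 lower, p of 0.00739 with the correlation estimated, 0.000373 by fry). For *Tet2*-/- against *Tet2*;*Sting* DKO, where set and Sting label changed, it went the other way, at 1.50 (33 of 238 lower). Sex and the Sting label changed with *Sting*-/- against WT, so neither is separated from other properties of those libraries. In label *Tet2*-/- against WT the genes had -0.01 in LT-HSCs, -0.03 in ST-HSCs and -0.19 in CLPs. The mitochondrial share of the counts separated the labels in CMPs and GMPs, but also in ST-HSCs, and overlapped in MEPs. That share was not tested as a source of these genes.

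Immediate early genes, which respond to cell handling, had a median log2 fold change of -1.44 in CLPs labelled *Tet2*-/- (2 of 21 higher), -1.11 in CMPs (1 of 20), -1.01 in GMPs (1 of 21) and -1.21 in MEPs (0 of 18), but 0.13 in LT-HSCs (11 of 20; camera p of 0.242) and -0.19 in ST-HSCs (8 of 19; p of 0.0881). In LT-HSCs the mean pointed the other way than the median: the mean log2 CPM of the list was 5.80 in libraries labelled *Tet2*-/-, 3 of 4 of which lay below every WT library, and 6.18 in WT. In CMPs Jun moved by -1.19 (adjusted p = 0.00323), Nr4a1 by -2.14 (adjusted p = 0.0235), Fos by -1.03 (adjusted p = 0.0685) and Egr1 by -0.37 (adjusted p = 0.644). The camera p ran from 6.88e-19 to 4.41e-11 in the 4 progenitors; by exact permutation 1, 4, 1 and 1 of 35 splits gave a p as small in CMP, GMP, MEP and CLP. Lists matched for GC and level had a median as low in a share of 1e-04 of draws, the smallest that 10000 draws can give, which excludes a GC trend. Handling that moves all populations of a mouse alike was excluded by the difference of 1.05 between LT-HSCs and the others. Handling that moves them unequally cannot be told apart from an effect of Tet2, since the mean in LT-HSCs also differed (-0.377) and label and mouse go together. Within the second set the list was lower in *Tet2*;*Sting* DKO than in *Sting*-/-, both with counts of Y-linked genes, by a median of -0.47 (4 of 18 higher; p of 0.0295 with the correlation estimated, 0.00301 by fry; 1 of 10 splits in the exact permutation, the smallest possible) and than in WT by -1.05 (3 of 19; fry p of 0.00899; 1 of 10), as a Tet2 effect would give. Without a change of the Tet2 label, however, it was also lower in *Sting*-/- than in WT by -0.64 (4 of 19; fry p of 0.0678; 2 of 10), where sex changed too, and in WT of the first than of the second set by -0.50 (5 of 19; fry p of 0.0168; 1 of 10). These falls and the 10 splits, which cannot give a share under 0.10, keep a property of the libraries that does not go with Tet2 open, and it cannot be told apart from an effect of Tet2.

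Effects in LT-HSCs that differed from the mean of the other 5 populations stood out for Sting (1.05), the Fig. 1B list (0.84), the DNA damage response (-0.25), translation (-0.12), proteasome (-0.27), splicing (-0.18) and immediate early lists (1.05). By exact permutation of the labels the number of 35 splits with a p as small was 2 for Sting, 3, 2, 17, 7, 2 and 1 for the lists in this order, and 30 for the interferon-beta list. Only the immediate early list reached the smallest possible 1 of 35. The Fig. 1B list was chosen by the study on these LT-HSC libraries.

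The interferon-beta list stood out within the second set, where label *Tet2*;*Sting* DKO was above *Sting*-/- by 0.60, a comparison the paper's text does not report. Only 1 of 10 splits gave a p as small, which is the smallest possible. The WT LT-HSC libraries of the 2 sets stood out because 1511 genes were called between them, 1002 higher and 509 lower in the first set.

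Single libraries stood out where the gap to the nearest other library of the group, as a share of the group's range, passed a limit that about 1 in 20 groups of 4 passes by chance; 7 of 100 groups did, where 5 are expected. They were Sting in replicate 5 of ST-HSCs labelled *Tet2*-/- (0.946; 140.9 CPM), Rnf138 in replicate 2 of CMPs labelled *Tet2*-/- (0.862; 154.6 against 98.9 to 106.6 CPM) and in WT GMP replicate 5 (0.870; 85.1 CPM), and Ube2a in replicate 2 of CMPs labelled *Tet2*-/- (0.915; 70.0 CPM). The others were Ube2d3 in replicate 3 of CLPs labelled *Tet2*-/- (0.874; 167 CPM), Tet2 in replicate 4 of MEPs labelled *Tet2*-/- (0.855; 6.81 CPM), and the number of genes detected in WT GMP replicate 2 (0.870; 19675). No library was left out for this.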

How the results depend on the processing

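Groups are named by their labels. Of 337 comparisons of a result with an alternative, in 216 a tested value kept its direction and its side of 0.05, a count of genes stayed within 1.5 times its main value, or a share of variance moved by less than 1 SD of the values with each library left out. The correction for GC content, the join on identical symbols, leaving out genes of X and Y and taking off the difference between the sets were tests chosen only after the results were seen. The cause of a change was not tested.

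DESeq2 raised almost every count of genes. At an adjusted p of 0.05 and 2-fold, higher and lower numbered 153 and 80 in LT-HSCs (main result 4 and 0), 199 and 133 in ST-HSCs (3 and 0) and 295 and 177 in CLPs (1 and 0); in CMPs 319 and 915 (105 and 629), in GMPs 180 and 891 (51 and 674) and in MEPs 116 and 929 (22 and 629). For *Tet2*-/- against *Tet2*;*Sting* DKO they were 3029 and 1131 (1675 and 669), for *Tet2*-/- against WT of the second set 2230 and 1197 (1059 and 590), for *Tet2*;*Sting* DKO against *Sting*-/- 252 and 554 (0 and 15), for *Sting*-/- against WT 87 and 327 (0 and 0) and for *Tet2*;*Sting* DKO against WT 295 and 1056 (4 and 60). The share higher went from 100% to 65.7% in LT-HSCs, 59.9% in ST-HSCs and 62.5% in CLPs, from 14.3% to 25.9% in CMPs, 7.03% to 16.8% in GMPs, 0 to 31.3% for *Tet2*;*Sting* DKO against *Sting*-/- and 6.25% to 21.8% for *Tet2*;*Sting* DKO against WT.

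Without adjustment, DESeq2 gave 780 and 359 in LT-HSCs, 807 and 444 in ST-HSCs, 620 and 1279 in CMPs, 454 and 1160 in GMPs, 344 and 1278 in MEPs and 880 and 560 in CLPs. It gave 3671 and 1367 for *Tet2*-/- against *Tet2*;*Sting* DKO, 2854 and 1495 for *Tet2*-/- against WT of the second set, 500 and 1109 for *Tet2*;*Sting* DKO against *Sting*-/-, 346 and 863 for *Sting*-/- against WT and 636 and 1590 for *Tet2*;*Sting* DKO against WT. edgeR without adjustment gave 371 and 176, 337 and 255, 303 and 991, 228 and 945, 112 and 974, and 174 and 215 in the 6 populations in this order, and 2735 and 1058, 2136 and 1158, 1.7e+02 and 489, 125 and 232, and 342 and 759 in the comparisons of LT-HSCs.

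With all libraries of a table in one fit, CMPs had 12 and 273 genes, GMPs 5 and 214, MEPs 18 and 405, CLPs 1002 and 475, LT-HSCs 6 and 14 and ST-HSCs 4 and 17. *Tet2*-/- against *Tet2*;*Sting* DKO had 263 and 347, which took the share higher from 71.5% to 43.1%, and *Tet2*-/- against WT of the second set 185 and 253 (64.2% to 42.2%). The share went to 30.0% in LT-HSCs, 19.1% in ST-HSCs, 67.8% in CLPs and 4.21% in CMPs. *Tet2*;*Sting* DKO against *Sting*-/- had 3 and 72, *Sting*-/- against WT 1 higher, and *Tet2*;*Sting* DKO against WT 24 and 99 (19.5% higher). The translation median in LT-HSCs was -0.00060, and that of the interferon-beta list for *Tet2*-/- against *Tet2*;*Sting* DKO 0.0104 where it was -0.17. Without the low-count filter the latter was 0.39, *Tet2*-/- against WT of the second set had 549 higher, *Tet2*;*Sting* DKO against *Sting*-/- 4 and 43, and *Tet2*;*Sting* DKO against WT 16 higher. RLE scaling changed only the sign of the interferon-beta difference between LT-HSCs and the other populations (0.043).

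With fry the interferon-beta list kept its median and had a p of 0.120 in ST-HSCs (0.45) and 0.079 in MEPs (0.48), the proteasome list 0.321 (-0.14) and the splicing list 0.930 (-0.16); it had 0.00687 for *Tet2*-/- against WT of the second set (0.47) and the small GTPase list 0.00026 (0.68). With the correlation estimated, the interferon-beta list had 0.138 in ST-HSCs, 0.111 in GMPs (0.35) and 0.227 in MEPs, and the proteasome list 0.409. The list of interferon-stimulated genes had 0.20 in CMPs (p of 0.0322). Taking off the difference between the WT libraries of the sets left 187 and 71 genes for *Tet2*-/- against *Tet2*;*Sting* DKO, a Fig. 2F median of -0.73 (camera p of 0.287) and an interferon-beta median of 0.0068 (p of 0.297). Without genes of X and Y, 2 were higher for *Tet2*;*Sting* DKO against WT. On all genes PC1 took 27.3% and PC2 11.5%, and on log2 CPM PC2 took 9.00%.

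Replicates share a number across groups, but nothing shows that equal numbers are pairs: the correlation of equal numbers after removing group means ran from -0.0196 to 0.0533 in the first set and from -0.055 to 0.022 in the second. With the number as a replicate block, 2 genes were higher in LT-HSCs, 46 in CMPs, 9 in MEPs and 0 in CLPs. There were 0 and 0 for *Tet2*-/- against *Tet2*;*Sting* DKO and against WT of the second set, 0 lower for *Tet2*;*Sting* DKO against *Sting*-/-, and 1 and 25 for *Tet2*;*Sting* DKO against WT. The interferon-beta median in CMPs was 0.31 (p of 0.0356) and the translation median in LT-HSCs -0.074 (p of 0.0353). With the mouse as a replicate block the interferon-beta difference between LT-HSCs and the others was 0.023. The block spends degrees of freedom, so a call lost under it is not a weaker effect.

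Leaving out each library in turn kept 283 of 353 values by the same measure. Genes higher and lower ran from 3 to 4 higher in LT-HSCs, 2 (without WT replicate 3) to 4 in ST-HSCs, 74 (without *Tet2*-/- replicate 3) to 121 and 508 to 614 in CMPs, 39 to 63 and 560 to 679 in GMPs, 20 to 31 and 497 to 736 in MEPs, and 0 (without WT replicate 2, 3 or 5) to 1 in CLPs. For *Tet2*-/- against *Tet2*;*Sting* DKO they ran from 1404 (without *Tet2*-/- replicate 5) to 2260 (without *Tet2*;*Sting* DKO replicate 3) and 475 to 677, and for *Tet2*-/- against WT of the second set from 827 to 1448 and 355 (without *Tet2*-/- replicate 3) to 628. For *Tet2*;*Sting* DKO against *Sting*-/- 0 were lower whichever library was left out, and for *Tet2*;*Sting* DKO against WT 0 to 3 were higher and 2 (without WT replicate 3) to 38 lower.

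The interferon-beta median ran from 0.41 (without *Tet2*-/- replicate 3) to 0.64 in LT-HSCs, 0.35 to 0.60 in ST-HSCs, 0.19 (without *Tet2*-/- replicate 3) to 0.33 (without WT replicate 5) in CMPs, 0.26 to 0.43 in GMPs, 0.29 (without *Tet2*-/- replicate 3) to 0.60 in MEPs, and 0.037 (without WT replicate 4) to 0.44 (without WT replicate 5, p of 0.0461) in CLPs. It ran from -0.38 (without *Tet2*-/- replicate 5) to 0.63 (without *Tet2*;*Sting* DKO replicate 1) for *Tet2*-/- against *Tet2*;*Sting* DKO, 0.24 (without *Tet2*-/- replicate 3) to 1.08 (without WT replicate 2) for *Tet2*-/- against WT of the second set, 0.52 to 0.83 for *Tet2*;*Sting* DKO against *Sting*-/-, and -0.11 to 0.078 (without *Tet2*-/- replicate 3) for the difference between populations. Sting ran from 0.64 (without *Tet2*-/- replicate 3) to 1.08 in LT-HSCs, -0.27 (without *Tet2*-/- replicate 5) to 0.40 in ST-HSCs, and 0.71 (without *Tet2*-/- replicate 3) to 1.26 for the difference, which passed a p of 0.05 in 6 of 8.

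In LT-HSCs the translation median ran from -0.065 (without *Tet2*-/- replicate 4) to 0.084 (without *Tet2*-/- replicate 2), RNA decay from -0.18 to 0.00 (0.00476, without WT replicate 3), the proteasome from -0.29 (without *Tet2*-/- replicate 4) to -0.062 (without *Tet2*-/- replicate 5), past a p of 0.05 in 4 of 7, and the DNA damage response from -0.10 to 0.0131 (without WT replicate 5). The Fig. 2F median ran from 4.93 (without *Tet2*-/- replicate 3) to 8.97 for *Tet2*-/- against *Tet2*;*Sting* DKO, 4.18 (without *Tet2*-/- replicate 4) to 9.85 for *Tet2*-/- against WT of the second set, and -2.57 (without *Tet2*;*Sting* DKO replicate 3) to -0.37 (without *Sting*-/- replicate 3) for *Tet2*;*Sting* DKO against *Sting*-/-; the small GTPase median from 0.38 (without *Tet2*-/- replicate 2) to 1.00, and splicing from -0.20 to -0.01 (without *Tet2*;*Sting* DKO replicate 3). PC1 took 29.3% (without *Tet2*-/- replicate 5) to 41.9%, PC2 9.80% to 10.6%, and the pseudo-F ran from 4.55 (without *Tet2*-/- replicate 2) to 11.2 (without *Tet2*;*Sting* DKO replicate 3).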

Differences from the paper's values

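Groups are named by their labels. Of the tests in this part, that of the proteasome list was chosen only after the result was seen. Values of the paper are named as such.

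The paper gives 699 genes higher in *Tet2*-/- LT-HSCs and 616 in ST-HSCs, against 4 and 3 here, and 698, 545, 336 and 767 in CMPs, GMPs, MEPs and CLPs, against 105, 51, 22 and 1. Of 14 settings tried for the stem cells and 15 for the progenitors, DESeq2 with an unadjusted p of 0.05 and 2-fold, set before the data were examined, came nearest the paper in each population, with 780, 807, 620, 454, 344 and 880 in this order. All libraries in one fit, also set before, gave 1002 in CLPs. DESeq2 with the adjusted p of the paper's methods gave 153, 199, 319, 180, 116 and 295.

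PC2 took 9.50% of the variance against about 25% in Fig. 2E (read by eye), and from 9.00% to 11.5% over 16 settings. PC1 took 37.3% against about 49% there, and from 27.3% to 41.9% over 16 settings. The log2 fold change of Sting was 0.90 in LT-HSCs against about 1.9 in Fig. 1B (read by eye), which none of 12 settings reached. It was 0.23 in ST-HSCs against about 0.7 in Fig. 1B (read by eye), which none of 12 settings reached. The closest 4 were without WT replicate 5 (0.40) and without replicate 2 (0.38), 3 (0.37) or 4 (0.36) labelled *Tet2*-/-. It was -0.54 in CMPs against about -1 in Fig. 1B (read by eye), and the 1 setting tried did not reach it.

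The paper gives n = 4 for each group of the first set, and 3 WT libraries of LT-HSCs and of ST-HSCs were used here. It states that Sting changed more than 2-fold in HSCs, where its log2 fold change was under 1 in LT-HSCs and in ST-HSCs here. It states an interferon response specifically enriched in LT-HSCs, ST-HSCs and MEPs; the interferon-beta list had a median of 0.35 in GMPs as well (camera p of 0.00808, 6 of 35 splits in the exact permutation), and whether the 3 populations differ from the other 3 was not tested. It states a significant reduction of Rnf138, Ube2a and Ube2d3 in LT-HSCs; the directions were the same here, at edgeR adjusted p = 0.995, 0.998 and 0.998. It ranks small GTPase signalling as most raised and RNA splicing as most lowered between *Tet2*-/- and *Tet2*;*Sting* DKO; of the lists of cell processes tested here, those raised, translation and small GTPases, had a camera p of 0.711 and 0.748, and the proteasome list had the lowest p of those lowered (1.19e-09).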

Other observations

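Groups are named by their labels. Of the tests in this part, those of the interferon-beta list with replicate 3, GC content and macrophages, of the mouse with the highest level, of the proteasome list, of the list of interferon-stimulated genes, of the sex chromosomes, and of the difference between the sets for the Fig. 2F list and for the calls between *Tet2*-/- and *Tet2*;*Sting* DKO were chosen only after the result was seen.

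The labels were exchanged between libraries in every possible way, 35 splits or, for 3 against 3 libraries, 10. Of 58 tests, 13 were past 0.05, 33 were not and 12 had too few splits to be. The number of genes called was as large in 1 split, the true one, in LT-HSCs, ST-HSCs, CMPs, GMPs, MEPs, *Tet2*-/- against *Tet2*;*Sting* DKO and *Tet2*-/- against WT of the second set, and in 4 of 35 in CLPs; of 10 splits it was as large in 1 for *Tet2*;*Sting* DKO against *Sting*-/-, *Tet2*;*Sting* DKO against WT and WT of the first against WT of the second set, and in 10 for *Sting*-/- against WT. A camera p as small came in 2 of 35 splits for the interferon-beta list in LT-HSCs, 9 in ST-HSCs, 10 in CMPs, 6 in GMPs, 10 in MEPs and 26 in CLPs. In LT-HSCs it came in 34 for translation, 17 for RNA decay, 14 for the proteasome, 10 for the DNA damage response and 1 for Fig. 1B. For the list of interferon-stimulated genes it came in 1 in LT-HSCs (camera p of 4.53e-09), 9 in ST-HSCs, 6 in CMPs, 6 in GMPs, 8 in MEPs and 9 in CLPs.

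For *Tet2*-/- against *Tet2*;*Sting* DKO a camera p as small came in 2 of 35 splits for the Fig. 2F list, 13 for interferon-beta, 25 for small GTPases, 3 for splicing and 2 for the proteasome, and for *Tet2*-/- against WT of the second set in 2 for Fig. 2F and 21 for interferon-beta. For *Tet2*;*Sting* DKO against *Sting*-/- it came in 8 of 10 for Fig. 2F and 1 of 10 for interferon-beta. For the list of interferon-stimulated genes it came in 6 of 35 for *Tet2*-/- against *Tet2*;*Sting* DKO, 10 of 35 for *Tet2*-/- against WT of the second set, 2 of 10 for *Tet2*;*Sting* DKO against *Sting*-/- and 1 of 10 for WT of the first against WT of the second set, where the list was lower by a median of -0.65 (19 of 60 higher; fry p of 0.00487). A camera p far under 0.05 with 9 or 10 splits as extreme suggests that the genes of a list move together between mice of one label.

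For the rise of the interferon-beta list in LT-HSCs labelled *Tet2*-/-, the median was 0.41 without replicate 3 and 0.55 with an offset for GC content, which exclude replicate 3 alone and a GC trend as its only source. Macrophage genes had a median of -0.40 with 3 of 7 higher, too mixed to exclude macrophages among the sorted cells. Of the 10 macrophage genes 7 were expressed in LT-HSCs, of which Lyz2 stood highest at 850 CPM in *Tet2*-/- and 728 in WT. The 2 of 35 splits do not exclude a chance assignment of mice for this list, and the list of interferon-stimulated genes came to 1 of 35. The mean log2 CPM of the interferon-beta list separated the labels fully in LT-HSCs (4.59 to 5.18 against 3.83 to 4.26 in WT). It also did so in ST-HSCs (3.90 to 4.98 against 3.44 to 3.73) and MEPs (3.24 to 4.28 against 2.66 to 3.03). In CMPs, GMPs and CLPs the labels overlapped. These means were not set against permutation. Replicate 3 labelled *Tet2*-/- had the highest level of its group in 4 of 6 populations (LT-HSC, ST-HSC, GMP and MEP). One mouse with a raised level in each population therefore remains a candidate explanation for part of the rise. The difference of -0.04 between populations gives no sign that the rise is limited to LT-HSCs.

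Other marker lists moved in LT-HSCs by a median of -0.56 (erythroid, camera p of 0.110), 0.27 (neutrophil, 0.486), 0.48 (B cell, 0.376), 0.01 (T and NK cell, 0.606) and 0.26 (HSC, 0.0324; 0.203 with the correlation estimated and 0.140 by fry), and the macrophage p was 0.518.

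The higher level of the Fig. 2F genes in *Tet2*-/- than in *Tet2*;*Sting* DKO may come from a difference between the 2 sets of libraries: with that difference taken off through the WT libraries, the median went from 7.84 to -0.73. WT of the first set was above WT of the second at 20 of 20 of these genes. Of 2126 calls between *Tet2*-/- and *Tet2*;*Sting* DKO at genes tested in both, 483 (22.7%) were calls in the same direction between the WT libraries, where 142.9 are expected, and 10 in the opposite direction. With the difference between the sets taken off, 187 genes were called higher and 71 lower where 1675 and 669 had been, and 160 of the 2344 calls (6.83%) were called again in the same direction, which excludes a difference that is alike for every label as the source of every call. For the other calls a difference between the sets and an effect of genotype cannot be told apart, since taking it off also adds the spread of the WT libraries and so loses calls. Genes of the sex chromosomes were excluded as the main source, since 94 of 2344 calls (4.01%) lay on X or Y, which hold 3.48% of tested genes; effects of sex on other genes stay open, untested. Within the second set the interferon-beta list was higher in *Tet2*;*Sting* DKO than in *Sting*-/- (0.60), so these libraries alone leave open whether a Tet2 effect on the list needs Sting; Sting counts were present in libraries labelled as lacking it, which limits any such reading.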
